# Nuclear position and local acetyl-CoA production regulate chromatin state

**DOI:** 10.1038/s41586-024-07471-4

**Published:** 2024-06-05

**Authors:** Philipp Willnow, Aurelio A. Teleman

**Keywords:** Differentiation, Cell proliferation

## Abstract

Histone acetylation regulates gene expression, cell function and cell fate^1^. Here we study the pattern of histone acetylation in the epithelial tissue of the *Drosophila* wing disc. H3K18ac, H4K8ac and total lysine acetylation are increased in the outer rim of the disc. This acetylation pattern is controlled by nuclear position, whereby nuclei continuously move from apical to basal locations within the epithelium and exhibit high levels of H3K18ac when they are in proximity to the tissue surface. These surface nuclei have increased levels of acetyl-CoA synthase, which generates the acetyl-CoA for histone acetylation. The carbon source for histone acetylation in the rim is fatty acid β-oxidation, which is also increased in the rim. Inhibition of fatty acid β-oxidation causes H3K18ac levels to decrease in the genomic proximity of genes involved in disc development. In summary, there is a physical mark of the outer rim of the wing and other imaginal epithelia in *Drosophila* that affects gene expression.

## Abstract (web summary)

Analyses of histone acetylation in *Drosophila* wing imaginal discs reveal distinct patterns of acetylation and cellular metabolism that affect gene expression and cell specification.

## Main

Histone acetylation regulates gene expression by reducing the compaction of chromatin and by affecting the recruitment of reader proteins such as transcriptional coactivators to DNA^1^. Histone acetylation generally correlates with transcriptionally active chromatin and is enriched in enhancers and active promoters^2^. Proper histone acetylation is required for tissue development, and altered histone acetylation is linked to cancer^3^. Although histone acetylation levels are affected by the activity of lysine acetyltransferase and deacetylase proteins, they are also regulated by the cellular metabolic state. For instance, glycolytic rates influence cellular acetyl-CoA levels, which in turn affect histone acetylation^4–6^. Furthermore, sirtuin histone deacetylases (HDACs) require NAD^+^ as a cofactor, which further links cellular redox state to histone acetylation.

Another important factor in tissue development is the positioning of nuclei within cells, which is actively regulated by interactions with the cytoskeleton^7^. During mitosis, nuclei move from basal to apical regions of the epithelium to enable them to round up for cytokinesis and to allow oriented cell divisions^8^. Nuclear positioning is also thought to have an instructive role in other biological processes such as Notch signalling^9,10^. In this study, we show that the position of a nucleus within an epithelium determines its epigenetic state and therefore gene expression and cell specification.

## H3K18ac is high in the wing disc rim

To study whether histone acetylation and cellular metabolism are uniform in a growing tissue, we selected the *Drosophila* wing imaginal disc. This structure comprises an epithelial bilayer with a thin, squamous peripodial membrane and a thicker disc proper that gives rise to adult structures, including the wing (Fig. 1a). The disc proper is a pseudostratified epithelium in which every cell spans from basal to apical surfaces, but they are packed so tightly that nuclei sit at different positions giving the impression of multilayering (Fig. 1b). Levels of total histone 3 (H3), H3K9 acetylation (H3K9ac), H3K27ac and H3 methylation were uniform in the disc (Fig. 1c and Extended Data Fig. 1a), whereas H3K18ac and H4K8ac were enriched in the rim of the disc (Fig. 1d and Extended Data Fig. 1b). This pattern was present in fully grown wandering third instar larvae and earlier in development (Extended Data Fig. 1c,d). All antibody signals had the expected subnuclear localization, in which they were either enriched (H3K9me2 and H3K9me3) or excluded (H3K9ac, H3K27ac, H3K18ac, H4K8ac and H3K36me3) from highly compacted DNA (bright DAPI puncta; Extended Data Fig. 1e). Total acetylated lysine (ac-K) was also mainly nuclear (Extended Data Fig. 1e) and enriched in the rim (Fig. 1e). Hence, overall lysine acetylation, exemplified by H3K18ac and H4K8ac, is enriched in the rim, whereas H3K9ac and H3K27ac represent only minor fractions of total histone acetylation. For follow-up experiments, we selected H3K18ac as a representative mark.

**Fig. 1:**
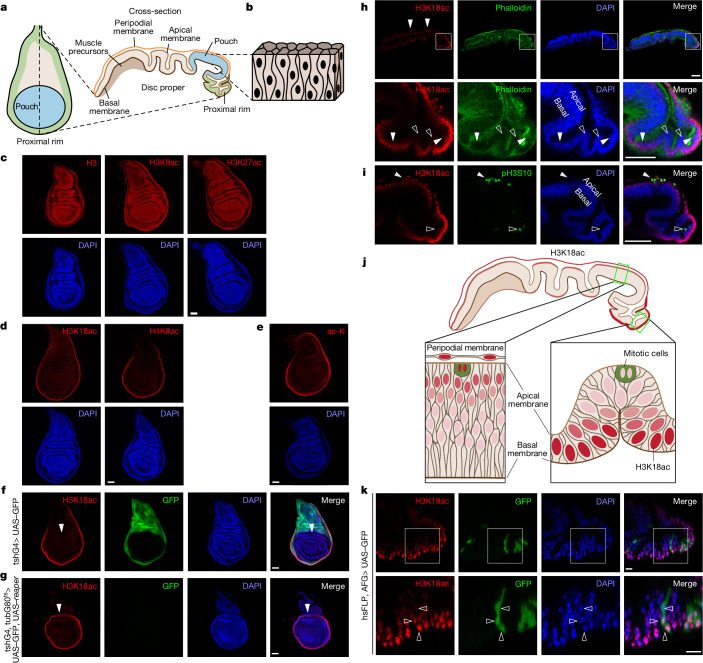
Histone acetylation is non-uniform in wing discs. **a**,**b**, Schematic representation of a wing disc (**a**) and a pseudo-stratified epithelium (**b**). **c**,**d**, Total H3, H3K9ac and H3K27ac are uniformly distributed in the wing disc (**c**; *n*  = 17, 7 and 8 discs from left to right), whereas H3K18ac and H4K8ac are enriched in the tissue rim (**d**; *n* = 16 and 12 discs from left to right). **e**, Total ac-K is enriched in the wing disc rim (*n* = 13 discs). **f**,**g**, H3K18ac^high^ is not a feature of cell identity. Although the H3K18ac^high^ region is normally in the tsh domain (**f**; *n* = 8 discs), elimination of this domain through tshG4^ts^-driven expression of *reaper* (**g**; *n* = 9 discs) causes the formation of a new H3K18ac^high^ rim (including the dorsal edge of the pouch, arrowheads), which does not express tshG4. Temperature-sensitive expression of reaper was induced for 1 day at 29 °C. **h**, Cross-sections of wing discs show increased H3K18ac in nuclei facing the outside of the tissue (filled arrowheads) but not in nuclei facing the interior (open arrowheads). White boxes in the top panels indicate the zoomed-in areas in the bottom panels (*n* = 7 discs). **i**, H3K18ac levels do not correlate with cell cycle phase. Mitotic pH3^+^ nuclei have H3K18ac^high^ in the wing pouch (filled arrowheads) but low H3K18ac in proximal regions (open arrowheads) (*n* = 11 discs). **j**, Schematic representation of the H3K18ac pattern (red). Mitotic cells in green. **k**, Clonal heritage does not define H3K18ac levels. Arrowheads indicate three nuclei of a GFP-expressing clone (see Methods for details) with high (bottom arrowhead), medium (middle arrowhead) or low H3K18ac (top arrowhead) depending on their position within the wing disc tissue. The white boxes in the top panels indicate the zoomed-in areas in the bottom panels (*n* = 29 discs). Scale bars, 50 µm (**c**–**i**) or 10 µm (**k**).

## H3K18ac is high in rim nuclei

To understand the mechanisms that underlie this pattern, we asked whether regions with high levels of H3K18ac (H3K18ac^high^) correspond to a specific gene expression domain. To test this, we used the teashirt-GAL4 (tshG4) driver, which is expressed in proximal H3K18ac^high^ cells of the disc (GFP in Fig. 1f) and combined it with temperature-sensitive GAL80 (G80^ts^) to induce the expression of the apoptotic gene *reaper*. At 24 h after induction, the tsh expression domain was ablated (no GFP^+^ cells; Fig. 1g). However, a new outer rim of H3K18ac^high^ nuclei with a different cell identity (tsh^–^ and GFP^–^) formed, which suggested that H3K18ac^high^ is not determined by cell identity. Furthermore, the new outer rim of H3K18ac^high^ included the dorsal edge of the pouch (Fig. 1g, arrowhead), which is normally internal to the disc and H3K18ac^low^ (Fig. 1f, arrowhead). Thus, pouch cells became H3K18ac^high^ if placed at the outer rim of the disc owing to ablation of their neighbours. Disc cross-sections revealed that the H3K18ac^high^ region did not constitute a contiguous area of epithelium (arrowheads in Fig. 1h,j and Extended Data Fig. 1f). Even within a H3K18ac^high^ region, cells with nuclei facing the tissue interior had H3K18ac^low^ (open arrowheads in Fig. 1h, bottom, open arrowheads in Fig. 1i). Thus, neighbouring cells have different levels of H3K18ac that correlate with the position of their nuclei (Fig. 1j).

H3K18ac was also mildly increased in the apical wing pouch and high in nuclei of the peripodium (Fig. 1h, arrowheads). As nuclei in the wing disc move apically for mitosis^9^, we asked whether the H3K18ac^high^ nuclei are mitotic. In the wing pouch, mitotic nuclei were apical and H3K18ac^high^ (Fig. 1i, filled arrowheads). In the rim, they were also apical (Fig. 1i, open arrowheads) but distant from the tissue surface and H3K18ac^low^. Hence, H3K18ac status does not correlate with the cell cycle phase (Fig. 1j).

Because nuclei are continuously cycling in the tissue, H3K18ac must be dynamically changing. In rim cells, H3K18ac decreases when mitotic nuclei move apically and increases when they move basally. To test this idea, we generated small clones stably expressing GFP to enable lineage tracing of the progeny of one cell. Within one clone, cells had different levels of H3K18ac (Fig. 1k, arrowheads). The 3 cells analysed were separated by 1–2 cell cycles; therefore H3K18ac levels can change within a cell cycle. This finding also confirms that H3K18ac levels do not depend on cell identity, and suggests that H3K18ac increases when nuclei reach the outside surface of the tissue. We marked the outer surface of the wing disc by staining for lipoprotein (Lpp)^11^, which is secreted into haemolymph by the fat body and taken up by wing disc cells exposed to haemolymph. H3K18ac levels were high in regions stained positive for Lpp (Fig. 2a,b and Extended Data Fig. 1g–g′). When rim cells were ablated with tshG4, G80^ts^> *reaper*, the newly haemolymph-exposed (Lpp^+^) region became H3K18ac^high^ (Extended Data Fig. 1h–h′). To confirm that nuclear position regulates H3K18ac, we generated clones of cells with loss-of-function for klaroid (Koi) or Rho kinase (Rok), which affect nuclear positioning through the cytoskeleton. Normally, the basal side of the wing pouch is devoid of nuclei (Fig. 2c). Hence, the most basal nuclei are distant from the tissue surface and are not H3K18ac^high^. Some Koi or Rok mutant nuclei migrated more basally than normal, approaching the tissue surface, and had increased H3K18ac (Fig. 2c,d and Extended Data Fig. 1i,j). Thus, nuclei become H3K18ac^high^ when they are near the tissue surface.

**Fig. 2:**
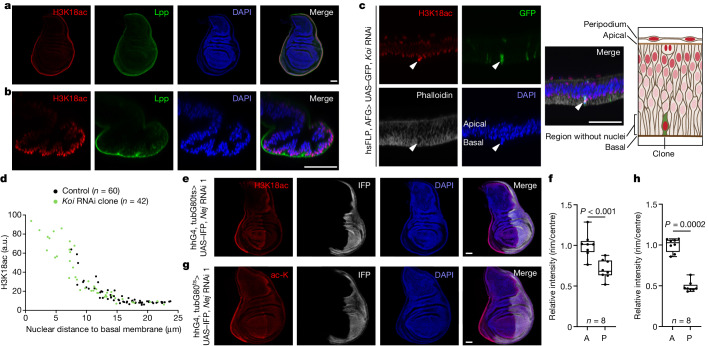
Histone acetylation is high in outward-facing nuclei. **a**,**b**, H3K18ac^high^ nuclei are facing the outside of the wing disc tissue and are close to the haemolymph, as seen by immunostaining for haemolymph-derived Lpp, seen in *x*–*y* section (**a**) or cross-section (**b**). *n* = 21 discs. **c**,**d**, Nuclei in *Koi* loss-of-function (RNAi) clones in the wing pouch move further basally than normal, where they come in proximity to the tissue surface and have high H3K18ac. Representative images in **c** (*n* = 19 discs) and quantified (in arbitrary units (a.u.)) in **d**. Nuclei from control cells and *Koi* loss-of-function clones are indicated in black and green, respectively. Schematic in **c** shows the position of the clone cell and its elevated H3K18 acetylation. Arrowheads indicate clone cells. **e**,**f**, H3K18 is acetylated by Nej, as *Nej* knockdown causes complete loss of H3K18ac in the posterior compartment (IFP^+^). Temperature-sensitive knockdown of *Nej* was induced for 1 day at 29 °C. Representative images in **e** and quantified in **f**. Significance by Mann–Whitney test (two-sided). **g**,**h**, Knockdown of *Nej* results in a reduction in total ac-K in the posterior compartment (IFP^+^), which indicates a central role for Nej in protein acetylation in the wing disc. Temperature-sensitive knockdown of *Nej* was induced for 1 day at 29 °C. Representative images in **g** and quantified in **h**. Significance by Mann–Whitney test (two-sided). Box plots show centre line (median), box limits (first and third quartiles) and whiskers (outer data points). Scale bars, 50 µm (**a**–**c**,**e**,**g**). A, anterior; P, posterior. Source Data

## Acetylation activity is high in the rim

High rim H3K18ac can be caused either by uniform acetylation in the disc and high deacetylation in the centre or by high acetylation in the rim. To distinguish between these possibilities, we first identified the enzymes acetylating and deacetylating H3K18.

To identify the acetyltransferase responsible for acetylating H3K18 in the wing disc, we knocked down *nejire* (*Nej*), *general control non-repressed protein* *5* (*Gcn5*) or *elongator complex protein* *3* (*Elp3*)—all linked to H3K18ac^1^—in the posterior compartment of the wing disc (GFP^+^) and analysed H3K18ac levels (Extended Data Fig. 2a–d). Only knockdown of *Nej* caused H3K18ac loss, albeit with reduced compartment size. However, a short 1-day knockdown of *Nej*, during which tissue size is not yet affected, with two independent RNA-mediated interference (RNAi) lines also caused loss of H3K18ac and total ac-K (Fig. 2e–h and Extended Data Fig. 2e,f). This result indicated that Nej is responsible for most of the lysine acetylation in wing discs.

Notably, a brief 1-day knockdown of *Nej* in the proximal region using tshG4 removed H3K18ac from the rim (except in a region where tshG4 is not expressed) (Extended Data Fig. 2g–g″). However, it did not ablate the tissue and did not lead to the formation of a new H3K18ac^high^ domain at the outer region of wild-type tissue (GFP^–^; Extended Data Fig. 2g′–g″, arrowheads). This finding is in contrast to the result obtained when proximal tissue is ablated with tshG4> *reaper*, which led to a new H3K18ac^high^ region (Fig. 1g). Hence, a new rim of H3K18ac does not form when the outer rim of H3K18ac is gone, but forms when the outer rim of cells is removed.

To identify the H3K18ac deacetylase in the wing disc, we set up a H3K18ac deacetylation assay. Pharmacological inhibition of Nej with A485 in explants led to loss of H3K18ac within 1 h (Extended Data Fig. 2h,i). This loss, owing to deacetylase activity, should be blocked if the responsible deacetylase is inhibited or knocked down. Neither pharmacological inhibition nor genetic knockdown of the NAD^+^-dependent HDACs (sirtuins) prevented the H3K18ac reduction caused by A485 (Supplementary Data 1). Instead, inhibition of the metabolite-independent HDACs (classes I, II and IV) with butyrate, trichostatin A (TSA) or panobinostat (PB) maintained high H3K18ac levels in the presence of A485 (Fig. 3a,b). A RNAi screen revealed that knockdown of *Hdac1* led to a mild increase in H3K18ac and a stronger increase in H3K9ac and H3K27ac (Supplementary Data 2 and 3). Hence, we tested the knockdown of *Hdac1* in the deacetylation assay. *Hdac1* knockdown prevented the reduction in H3K18ac caused by A485 (Fig. 3c,d), thereby identifying HDAC1 as the main H3K18ac deacetylase in the wing disc. For this experiment, we induced *Hdac1* knockdown for only 1 day because prolonged knockdown caused reduced compartment size (Supplementary Data 2). The effects of knocking down acetyltransferases and deacetylases on H3K9ac, H3K18ac, H3K27ac, H4K8ac and disc morphology are summarized in Supplementary Table 1.

**Fig. 3:**
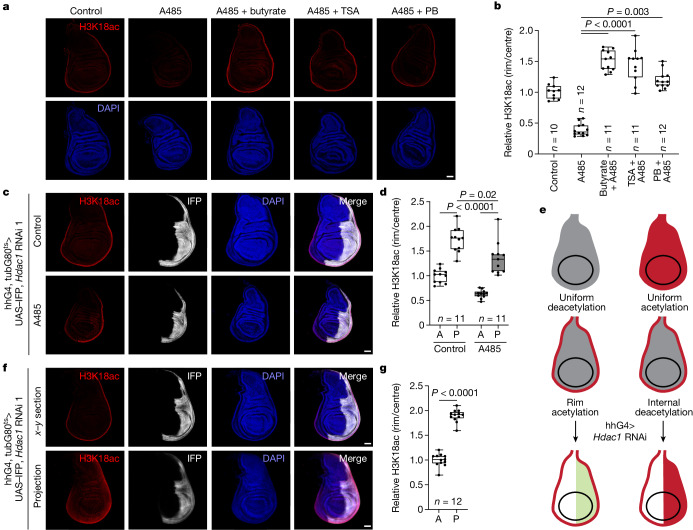
High rim histone acetylation is caused by localized acetylation not deacetylation. **a**,**b**, H3K18ac is deacetylated by a class I, II or IV HDAC, as inhibition with butyrate (20 mM), TSA (500 nM) or PB (100 nM) causes retention of H3K18ac^high^ after Nej inhibition by A485 (20 μM). Discs were incubated with inhibitors for 2 h in explant cultures. Representative images in **a** and quantified in **b**. Significance by Kruskal–Wallis test with Dunn’s multiple comparisons test. **c**,**d**, HDAC1 is the main H3K18ac-specific deacetylase because *Hdac1* knockdown prevents loss of H3K18ac after Nej inhibition by A485 (20 μM) in the posterior compartment (IFP^+^). Temperature-sensitive knockdown of *Hdac1* was induced for 2 days at 29 °C. Discs were incubated for 1 h in explant cultures in the presence or absence of A485. Representative images in **c** and quantified in **d**. Significance by two-way analysis of variance (ANOVA) with Šídák’s multiple comparisons test. **e**, H3K18ac^high^ (red) in the rim of the wing disc may be achieved by uniform deacetylation and local acetylation in the tissue rim (left) or by uniform acetylation and local deacetylation in the tissue interior (right). Depending on the mechanism, knockdown of *Hdac1* in the posterior compartment (green) should either increase H3K18ac levels only in the rim or in the entire compartment, respectively. **f**,**g**, *Hdac1* knockdown causes a mild increase in H3K18ac in the posterior compartment (IFP^+^) as show in *x*–*y* section (top) or sum projection (bottom). Temperature-sensitive knockdown of *Hdac1* was induced for 2 days at 29 °C. H3K18ac levels from *x*–*y* sections (**f**) quantified in **g**. Significance by Mann–Whitney test (two-sided). Box plots show centre line (median), box limits (first and third quartiles) and whiskers (outer data points). Scale bars, 50 µm (**a**,**c**,**f**). Source Data

These results enabled us to determine whether the H3K18ac pattern is due to high rim acetylation or high deacetylation in the interior. If it was caused by deacetylation in the interior, then knockdown of *Hdac1*, or combined pharmacological inhibition of all deacetylases, should increase interior H3K18ac to rim levels. However, this was not the case (Fig. 3e–g and Extended Data Fig. 3a,b). Hence, the H3K18ac pattern is caused by high acetylation in the rim and not by high deacetylation in the interior (Fig. 3e). This result is consistent with the finding that HDAC1 levels are uniform in the disc and not enriched in the pouch (Extended Data Fig. 3c–e).

## Acetyl-CoA from fatty acid β-oxidation

Next, we wanted to understand why rim nuclei have high acetylation levels. Potential explanations include high Nej expression or activity or high availability of the substrate acetyl-CoA in the rim. *Nej* mRNA and protein levels, however, were not increased in the rim (Fig. 4a,b and Extended Data Fig. 4a–f). To assay Nej activity independently of acetyl-CoA levels, we used the fact that Nej also transfers crotonyl-CoA onto H3K18 to produce crotonylated H3K18 (H3K18crot)^12^. If Nej activity is increased in the rim, H3K18crot should also show a rim pattern, but this was not the case (Fig. 4c). We validated that Nej is responsible for H3K18crot in the wing disc through *Nej* knockdown (Fig. 4d). As the only difference between uniform H3K18crot and non-uniform H3K18ac by Nej is the substrate acetyl-CoA, this result suggests that nuclear acetyl-CoA levels are increased in the rim. Alternatively, the interaction of Nej with proteins that help it differentially acetylate or crotonylate might be regulated in the rim.

**Fig. 4:**
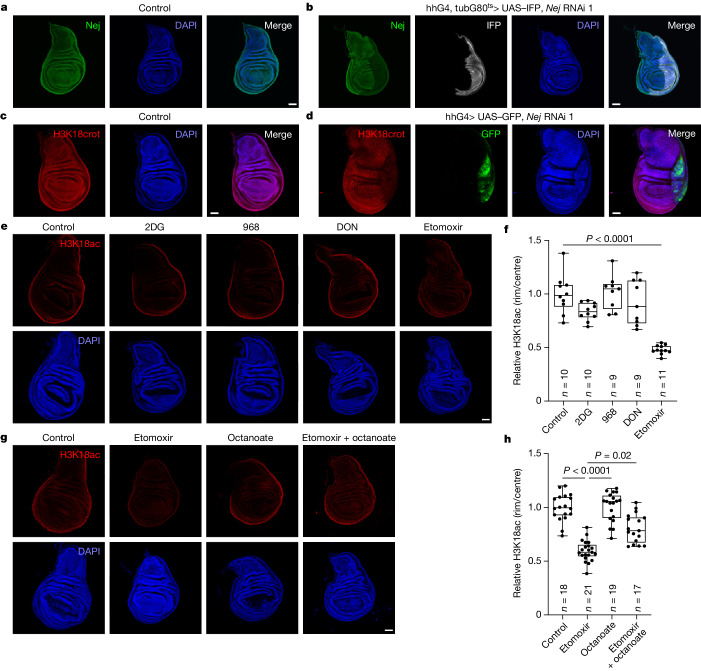
FABO provides acetyl-CoA for acetylation of H3K18. **a**,**b**, Nej is uniformly expressed in a control wing disc (**a**; *n* = 21 discs). Specificity of the antibody was validated by *Nej* knockdown, which causes a decrease in the immunosignal (**b**; hhG4, tubG80^ts^> UAS–IFP, *Nej* RNAi  1; *n* = 11 discs). Temperature-sensitive knockdown of *Nej* was induced for 1 day at 29 °C in the posterior compartment (IFP^+^). **c**,**d**, H3K18crot, as a readout for *Nej* activity, is uniform in a control wing disc (**c**; *n* = 15 discs) and mediated by Nej because *Nej* knockdown causes loss of the modification (**d**; hhG4, tubG80^ts^> UAS–IFP, *Nej* RNAi 1; *n* = 11 discs) in the posterior compartment (GFP^+^). **e**,**f**, Rim H3K18ac is reduced after inhibition of FABO (500 μM etomoxir) but not glycolysis (20 mM 2DG) or glutaminolysis (50 μM 968 or 500 μM DON) for 2 h in explant cultures. Representative images in **e** and quantified in **f**. Significance by Kruskal–Wallis test with Dunn’s multiple comparisons test. **g**,**h**, Etomoxir-induced (500 μM) loss of H3K18ac is partially rescued by supplementation with the short-chain fatty acid octanoate (10 mM). Discs were incubated with the indicated compounds for 2 h in explant cultures. Representative images in **g** and quantified in **h**. Significance by Kruskal–Wallis test with Dunn’s multiple comparisons test. Box plots show centre line (median), box limits (first and third quartiles) and whiskers (outer data points). Scale bars, 50 µm (**a**–**e**,**g**). Source Data

Several pathways produce acetyl-CoA for protein acetylation. These include glycolysis (through pyruvate dehydrogenase (Pdh)), glutaminolysis and fatty acid β-oxidation (FABO). Pharmacological inhibition of glycolysis with 2-deoxyglucose (2DG) or of glutaminolysis with glutaminase inhibitors 968 or 6-diazo-5-oxo-l-norleucin (DON) did not reduce H3K18ac levels in the wing disc (Fig. 4e,f). To further exclude glycolysis through Pdh, we knocked down either *Pdha* or *Pdh kinase* (*Pdk*), which phosphorylates and inhibits Pdh. Knockdown of both factors were efficient, as judged by loss of the Pdk-dependent phosphorylation on Pdha (pS293) (Extended Data Fig. 4g,i). Nonetheless, *Pdha* or *Pdk* knockdown did not decrease or increase H3K18ac levels, respectively (Extended Data Fig. 4h,j).

Instead, blocking FABO with etomoxir strongly decreased rim H3K18ac (Fig. 4e,f and Extended Data Fig. 4k,l), which correlated with the degree of inhibition of FABO by etomoxir in *Drosophila*^13^. As high concentrations of etomoxir can also inhibit mitochondrial complex I, we tested a canonical complex I inhibitor, rotenone, but it did not phenocopy etomoxir (Extended Data Fig. 4m–p). As a further control for etomoxir specificity, we treated wing discs with octanoate. Etomoxir inhibits FABO by preventing active mitochondrial import of long-chain fatty acids. Short-chain fatty acids such as octanoate, however, diffuse freely into mitochondria. Treatment of wing discs with octanoate partially rescued the reduction in rim H3K18ac caused by etomoxir (Fig. 4g,h), which indicated that etomoxir is working on-target. Thus, FABO is the main source of acetyl-CoA for H3K18ac in the rim. As expected, a brief knockdown of *Hdac1* in the posterior compartment partially rescued the reduction in H3K18ac caused by etomoxir (Extended Data Fig. 4q,r).

Notably, etomoxir also decreased rim levels of H4K8ac, H3K9ac, H3K27ac and total acetyl-lysine (Extended Data Fig. 5a–f). Thus, FABO is the main source of acetyl-CoA for lysine acetylation in the rim in general. A possible explanation for why H3K9ac and H3K27ac levels are uniform is that H3K9 and H3K27 are heavily methylated^14^ and, hence, blocked (Extended Data Fig. 5g). Indeed, H3K9ac and H3K27ac levels are low because they do not contribute much to the non-uniform level of total lysine acetylation (Fig. 1c,e).

## FABO is high in the rim

We next asked whether FABO is also increased in the rim of the wing disc. Because FABO contributes to the mitochondrial membrane potential (MMP), we first visualized the MMP using tetramethylrhodamine-methylester (TMRM). Although mitochondria are ubiquitously present throughout the wing disc (mitochondrially targeted GFP (mitoGFP) signals; Fig. 5a), the MMP was high only in a proximal region of the wing disc that was broader than the H3K18ac^high^ region (Fig. 5a). The TMRM signal was lost following mitochondrial depolarization with carbonyl cyanide-*p*-trifluoromethoxyphenylhydrazone (FCCP), thereby validating the staining method (Extended Data Fig. 5h,i). Various metabolic pathways fuel respiration, including glycolysis, glutaminolysis and FABO. We inhibited each pathway to see which one predominantly contributes to the high rim MMP. Pharmacological inhibition of glycolysis with 2DG or of glutaminolysis with 968 or DON, as well as knockdown of *Pdha* or *Pdk* did not affect the MMP (Fig. 5a,b and Extended Data Fig. 5j,k). Instead, inhibition of FABO substantially reduced the MMP (Fig. 5a,b). Thus, in the proximal region of the wing disc, the MMP is mainly fuelled by FABO. We confirmed these findings using the genetic, mitochondrially localized, ratiometric pH-sensor SypHer3s-dmito^15^ as an independent readout for the MMP. As the MMP is generated by pumping protons out of the mitochondrial matrix, mitochondrial pH increases with higher MMP. Ratiometric imaging of SypHer3s-dmito-expressing discs confirmed that the MMP is high in the rim (Extended Data Fig. 5l). Moreover, it was abolished by FCCP (Extended Data Fig. 5l) and was not affected by glycolysis or glutaminolysis inhibitors, but was substantially decreased by etomoxir (Extended Data Fig. 5m). Because the MMP mainly reflects FABO in the wing disc, these results indicate that FABO is high in a proximal rim of cells. Consistent with this result, lipid droplets, visualized using BODIPY, were enriched in the pouch and depleted in proximal regions (Extended Data Fig. 5n), which anti-correlated with FABO.

**Fig. 5:**
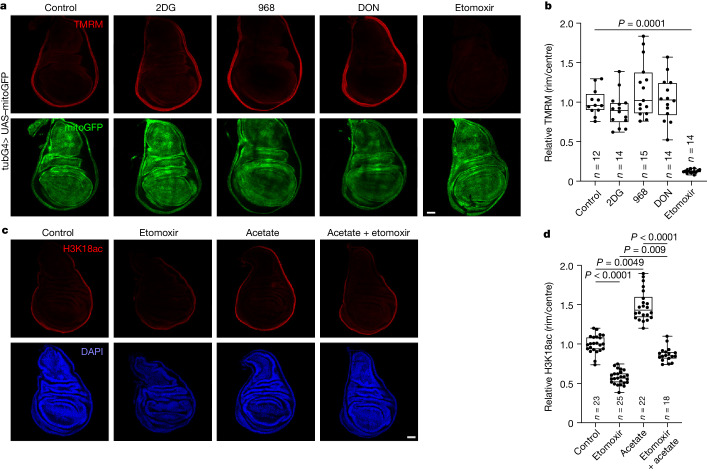
FABO is high in the disc rim region. **a**,**b**, MMP detected by TMRM staining is high in the rim and decreases after inhibition of FABO (500 μM etomoxir) but not glycolysis (20 mM 2DG) or glutaminolysis (50 μM 968 or 500 μM DON) for 1 h in explant cultures. Mitochondria are visualized with ubiquitously expressed mitoGFP. Representative images in **a** and quantified in **b**. Significance by Kruskal–Wallis test with Dunn’s multiple comparisons test. **c**,**d**, Loss of H3K18ac after inhibition of FABO (500 μM etomoxir) for 2 h in explant cultures is rescued by acetate (10 mM). Representative images in **c** and quantified in **d**. Significance by Kruskal–Wallis test with Dunn’s multiple comparisons test. Box plots show the centre line (median), box limits (first and third quartiles) and whiskers (outer data points). Scale bars, 50 µm (**a**,**c**). Source Data

## H3K18ac is not upstream of FABO

These results indicated that FABO is high in a proximal domain of the wing disc, where it generates acetyl-CoA for H3K18ac. As inhibition of FABO causes loss of H3K18ac, FABO is upstream of H3K18ac. Conversely, knockdown of *Nej* in the posterior compartment using two RNAi lines did not affect the MMP (Extended Data Fig. 5o,p), thereby establishing a clear epistatic relationship with FABO upstream of H3K18ac.

## Nuclear versus mitochondrial position

We tested whether H3K18ac^high^ nuclei are the ones located near mitochondria. However, this was not the case because in the rim, mitochondria were subcellularly localized both apically and basally, close to nuclei that are both H3K18ac^high^ and H3K18ac^low^ (Extended Data Fig. 5q–q′). Single-cell clones expressing mitoGFP and membrane-anchored infrared fluorescent protein (IFP) confirmed that single cells have mitochondria both in apical (filled arrowheads) and basal regions (open arrowheads), regardless of nuclear position and H3K18ac state (Extended Data Fig. 5r–r′). Indeed, H3K18ac^high^ and H3K18ac^low^ nuclei were equally close to mitochondria (Extended Data Fig. 5s). We next asked whether nuclei that are H3K18ac^high^ are the ones located close to mitochondria with high membrane potential. However, in rim regions, both the mitochondria facing the tissue outside and the ones facing inside had high MMP (Extended Data Fig. 6a), as the region with high mitochondrial membrane is broader than the H3K18ac^high^ region. In summary, we could not find evidence to support the hypothesis that the relative position of nuclei and mitochondria determines H3K18ac levels.

## ACSS2 generates acetyl-CoA for H3K18ac

Acetyl-CoA produced by FABO is localized inside mitochondria and needs to be exported for nuclear histone acetylation (Extended Data Fig. 6b). Export occurs either as citrate, which is converted back to acetyl-CoA in the cytosol by ATP citrate lyase (*Drosophila*: Atpcl; human: ACLY), or as acetate, which is converted back by acetyl-CoA synthase (*Drosophila*: AcCoAS; human: ACSS2). To determine which pathway is required for H3K18ac in the wing disc, we knocked down *ACLY* in the posterior compartment (Extended Data Fig. 6c), but this did not reduce H3K18ac levels (Extended Data Fig. 6d). Consistent with this result, citrate cannot act as an exogenous acetyl-CoA source to rescue the loss of H3K18ac caused by etomoxir (Extended Data Fig. 6e,f). By contrast, pharmacological inhibition of ACSS2 with an ACSS2 inhibitor (ACSS2i) strongly decreased H3K18ac levels (Extended Data Fig. 6g,h). Furthermore, acetate rescued the reduction in H3K18ac caused by etomoxir (Fig. 5c,d), and this rescue is due to ACSS2 because it was blocked by ACSS2i (Extended Data Fig. 6i,j). In summary, in the wing disc, acetyl-CoA generated by FABO is exported from mitochondria as acetate and converted back to acetyl-CoA by ACSS2 for histone acetylation.

## ACSS2 activity in the rim

We noted that exogenous acetate specifically increases H3K18ac in the rim of etomoxir-treated discs, rather than ubiquitously throughout the tissue (Fig. 5c). This can be either technical, if exogenous acetate does not penetrate the tissue efficiently, or biological if acetate is only converted to nuclear acetyl-CoA in the rim. Nuclear and cytosolic production of acetyl-CoA are regulated separately^16^. Hence to test whether exogenous acetate reaches all cells of the wing disc, we assayed acetylation of α-tubulin on lysine 40 (tubK40ac), which depends on cytosolic and not nuclear acetyl-CoA. Treatment of discs with acetate caused an increase in tubK40ac throughout the disc (Fig. 6a,b), which indicated that exogenous acetate reaches all regions of the tissue. Therefore, the difference between cytosolic tubK40ac and nuclear H3K18ac implies that conversion of acetate into nuclear acetyl-CoA is increased in nuclei facing the tissue exterior. Consistent with this idea, acetate treatment increased rim levels of the Nej targets H3K18ac, H4K8ac, total ac-K and H3K27ac (Extended Data Fig. 7a–d′,f,g) and of the Gcn5 target H3K9ac (Extended Data Fig. 7e–e′,f,h). These results confirm that the rim effect is not specifically due to increased Nej catalytic activity. Nuclear conversion of acetate to acetyl-CoA was also identified as the rate-limiting step controlling H3K18ac in the rim.

**Fig. 6:**
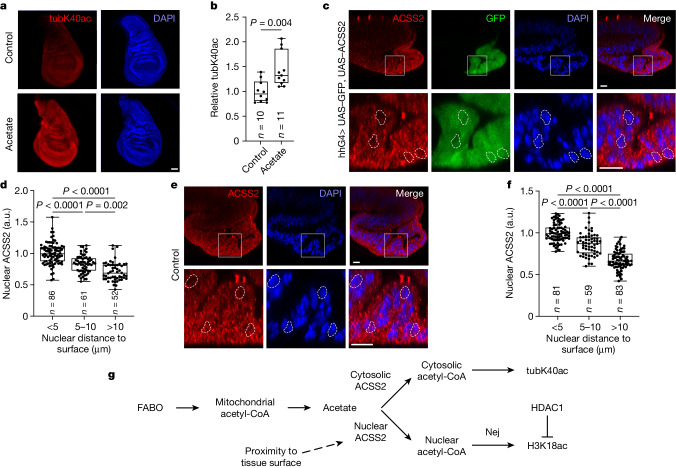
Nuclear acetyl-CoA is produced mainly in outward-facing nuclei. **a**,**b**, Exogenous acetate penetrates the entire wing disc, as shown by increased uniform acetylation of tubK40ac after acetate treatment (10 mM) for 2 h in explant cultures. Representative images of sum projections in **a** and quantified in **b**. Significance by Mann–Whitney test (two-sided). **c**,**d**, Nuclear levels of overexpressed ACSS2 are higher in nuclei facing the outside of the disc tissue and lower in nuclei facing the tissue interior. The white boxes in the top panels indicate the zoomed-in areas in the bottom panels. Representative images in **c** (*n* = 14 discs) and quantified in **d**. Significance by Kruskal–Wallis test with Dunn’s multiple comparisons test. Dotted shapes show the location of nuclei selected for comparison across panels. **e**,**f**, Nuclear levels of endogenous ACSS2 are higher in nuclei facing the outside of the disc tissue and lower in nuclei facing the tissue interior. The white boxes in the top panels indicate the zoomed-in areas in the bottom panels. Representative images in **e** (*n* = 14 discs) and quantified in **f**. Significance by Kruskal–Wallis test with Dunn’s multiple comparisons test. **g**, Schematic diagram showing the regulation of H3K18ac in the wing disc. Box plots show the centre line (median), box limits (first and third quartiles) and whiskers (outer data points). Scale bars, 50 µm (**a**) or 10 µm (**c**,**e**). Source Data

ACSS2 translocates to the nucleus to generate nuclear acetyl-CoA for histone acetylation^17,18^. To examine whether this mechanism contributes to the increased rim acetylation of H3K18, we analysed ACSS2 subcellular localization in the wing disc. As we could not obtain a RNAi line that efficiently knocks down *ACSS2* to confirm specificity of the antibody signal, we instead overexpressed ACSS2 in the posterior compartment so that the additional signal in this region must be due to ACSS2 (Extended Data Fig. 8a). Wing disc cross-sections revealed higher nuclear levels of ACSS2 in rim nuclei than in nuclei facing the tissue interior (Fig. 6c,d). We observed the same phenotype when inspecting endogenous ACSS2 levels (Fig. 6e–f and Extended Data Fig. 8b), which indicated this is not an overexpression artefact. As a negative control, we quantified levels of another nuclear protein, H3, and found that they do not depend on nuclear distance to the tissue surface (Extended Data Fig. 8c–e). To test whether nuclear position regulates the amount of nuclear ACSS2, we quantified nuclear ACSS2 in Koi and Rok mutant clones in the pouch. Indeed, re-localization of nuclei closer to the tissue surface through these genetic perturbations increased nuclear ACSS2 levels (Extended Data Fig. 8f–i). In summary, spatial cues regulate both an increase in FABO in rim regions of the disc and an increase in nuclear ACSS2 levels in nuclei facing the tissue exterior (Fig. 6g). Although both factors probably contribute to the high H3K18ac in these nuclei, we cannot exclude that ACSS2 activity is also activated through additional mechanisms.

## Effect on gene expression

Histone acetylation regulates gene expression^14,19^; therefore, our data raise the possibility that FABO regulates gene expression in the rim. The apicobasal location of rim nuclei varies rapidly with the cell cycle, on the timescale of a few hours. Moreover, gene expression changes take a few hours to occur; therefore, the impact of histone acetylation on transcription will average over time. Thus, histone acetylation resulting from FABO will affect transcription in a broader domain of cells in the rim region. Selecting H3K18ac as an illustrative histone acetylation mark, we asked where FABO-dependent H3K18ac is located in the genome. We performed Cut&Run^20^ in wing discs treated with or without etomoxir. 

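Cut&Run maps a histone mark by tethering a micrococcal nuclease to an antibody bound in permeabilized tissue and sequencing the DNA fragments that are released. H3K18ac was profiled in 5 libraries of wing discs from wandering larvae. Of these, 2 came from discs cultured for 2 h with 500 µM etomoxir, which blocks FABO, 2 from discs cultured for 2 h without the drug and 1 from discs dissected directly, without culture. The paper's Reporting Summary gives the number of unique reads as 5.2 M for the directly dissected control, 4.3 and 47.6 M for the cultured controls, and 4.7 and 4.3 M for the etomoxir samples. The total reads, in the same order, were 61, 45, 67, 57 and 72 M. The second cultured control therefore held 11.1 times as many unique reads as the library with the fewest, and 71.0% of its reads were unique, against 5.97% to 9.56% in the other 4. The authors trimmed the reads, aligned them to dm6 with Bowtie2, removed duplicates, called peaks with MACS2 and compared the groups with DiffBind. ChIPseeker then assigned each peak to the nearest annotated transcription start. The table analysed here lists 2626 peaks, all with a false discovery rate (FDR) of at most 0.0499. For each peak it holds the log2 mean normalized read count (concentration) over all libraries and in each group, the log2 fold change of etomoxir over control, a p-value and an FDR. These are group means, so no spread between replicates can be given for any peak, and a library's influence on a call was not assessed. The overall concentration equals the log2 of the mean over 3 control and 2 etomoxir libraries within 0.02 at 100% of the peaks, and the mean with equal weights at 0%. The directly dissected discs are therefore part of the control group in this comparison. From this table, peaks were counted by direction, their genes were matched by identifier to the dm6 annotation (98.2% of identifiers matched), and peaks were compared by position. The choices that can change the counts include the FDR threshold, a minimum fold change, the definition of a promoter and the rule that assigns a peak to a gene.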

Principal component analysis showed clustering of the two sample groups (Extended Data Fig. 8j). We identified 9,621 H3K18ac peaks, which were located as expected mostly in promoter regions^14,21^ (Extended Data Fig. 8k). 

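The 2626 peaks analysed here are those that differed between the groups, and the remaining peaks were not analysed here. In the authors' deposited table, 1724 of them carry a promoter annotation, which is 65.7% (95% Wilson interval over peaks 63.8% to 67.4%). This annotation reaches up to 3 kb from a transcription start, and 1281 of the peaks lay within 1 kb, 261 between 1 and 2 kb and 182 between 2 and 3 kb. Another 501 peaks were annotated to introns and 303 to distal intergenic sequence in the authors' deposited table. Exons accounted for 45, regions just downstream of genes for 29, and 3′ and 5′ untranslated regions for 18 and 6. Transcription starts are dense in this genome, so the same intervals were also placed at random on the same chromosomes 1000 times. A mean of 51.6% of the placed intervals lay within 3000 bases of a transcription start, and 95% of the placements gave between 49.6% and 53.6%. By the same measure 65.6% of the observed peaks did, a share that none of the placements reached (one-sided permutation p = 0.001, the smallest that 1000 placements can give). Decreased peaks were in promoters less often than increased peaks, with 62.8% (95% Wilson interval 60.7% to 64.8%) against 80.3% (76.3% to 83.8%; two-sided Fisher exact test over peaks, p = 3.86e-13). The share depended most on the definition of a promoter, and 40.4% of the peaks had their centre within 1000 bases of a transcription start.

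**Figure D1:**
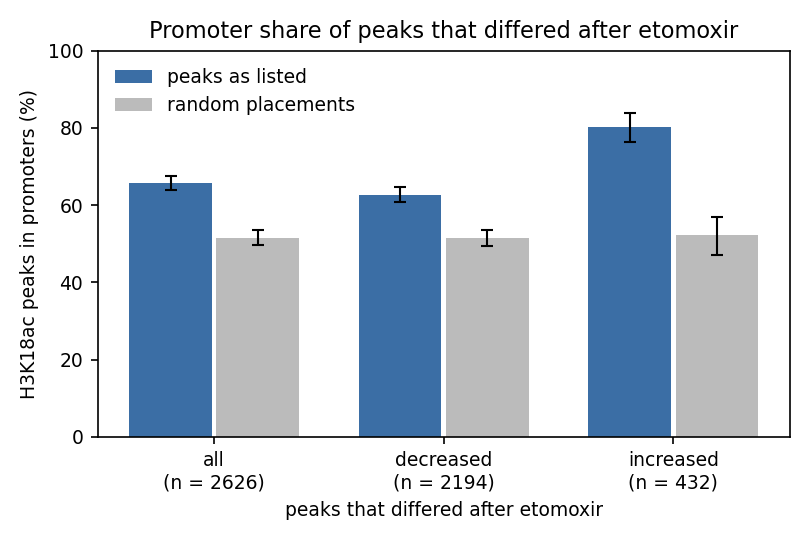
Share of H3K18ac peaks in promoters (y axis, %) for all peaks that differed after etomoxir, the decreased peaks and the increased peaks (x axis). Blue bars are the authors' promoter annotation with 95% Wilson intervals over peaks, and grey bars are the mean of 1000 random placements with the range of 95% of them; the blue bars stand at 65.7%, 62.8% and 80.3%, each above its grey bar.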

A total of 2,194 peaks decreased following FABO inhibition (Extended Data Fig. 8l). 

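Of the 2626 peaks in the authors' deposited table, 2194 had a lower and 432 a higher H3K18ac signal after etomoxir, so 83.5% of the listed changes were decreases. The median log2 fold change of the decreased peaks was -1.19 (95% binomial interval of the median over peaks -1.22 to -1.16), with quartiles of -1.53 and -0.94. At an FDR under 0.01, 1417 of the decreases in the authors' deposited table remain, and at an FDR under 0.001, 783. A decrease of at least 1 on the log2 scale was listed for 1508 peaks. Decreased peaks outside promoters fell by more than those in promoters, with medians of -1.30 over 817 peaks and -1.12 over 1377 (permutation test over peaks with 100000 resamples, two-sided, p = 1e-05, the smallest these resamples can give). Peaks outside promoters also had a lower median control concentration, 6.47 against 6.69. Among decreased peaks between the quartiles of mean concentration, the difference of medians was 0.11 (permutation test, two-sided, p = 0.0027), against 0.18 over all. Peaks are not independent replicates, and the test describes this list only. The number of decreased peaks per chromosome arm did not differ detectably from the share of annotated genes on each arm (chi-square 6.99, p = 0.221 over 2194 peaks). Set against the share of bases on each arm, it did differ (chi-square 12.1, p = 0.034). The largest decrease in the authors' deposited table, a log2 fold change of -3.90 at an FDR of 9.78e-08, was at a promoter peak of mirr. It was followed by a peak downstream of the long non-coding RNA gene lncRNA:CR44619 (-3.47) and promoter peaks of grn (-3.46), lncRNA:CR45640 (-3.39) and lncRNA:CR45637 (-3.32) in the authors' deposited table. Among the decreased peaks, the smallest FDR in the authors' deposited table was 2.37e-19, at a peak downstream of CG13323. This peak lies on 2R from 13040279 to 13042752 and had a log2 fold change of -2.20. The next decreased peaks by FDR in the authors' deposited table were at lncRNA:CR45052 (6.50e-17), lncRNA:CR45030 (3.16e-15), CG13323 again (1.17e-13) and CG18135 (1.54e-13). In the other direction, the largest increases in the authors' deposited table were at promoters of CG7945 (4.27), Sgt1 (4.08), the gene listed as FBgn0030294 (3.91), CG10973 (3.87) and CG6511 (3.79). The paper's methods state that Cut&Run was performed to find the H3K18ac peaks that depend on FABO.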

Gene ontology analysis of the corresponding 1,469 genes revealed enrichment for genes involved in development and developmental signalling (Extended Data Fig. 9a,b). 

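The authors' deposited table assigns the 2194 decreased peaks to 1469 genes by the nearest transcription start. A single decreased peak was assigned to 1043 of these genes, 2 or more to 426, and 5 or more to 36. The annotation matched to their identifiers lists 1103 of the genes as protein-coding and 308 as non-coding RNA genes. No ontology terms were used here. Instead, 2 lists of developmental genes were written before the data were examined, one of signalling genes and one of transcription factor genes. Of the 79 signalling genes found in the annotation, 41 (51.9%, 95% Wilson interval 41.1% to 62.6%) had a decreased peak. Of the 62 transcription factor genes, 34 (54.8%, 42.5% to 66.6%) did. Together, 75 of 141 developmental genes (53.2%) had a decreased peak, against 1 of 85 cytoplasmic ribosomal protein genes (1.18%; two-sided Fisher exact test, odds ratio 95.5, p = 4.99e-19). The ribosomal protein genes were chosen by symbol as a set active in every cell, and their activity in the disc was not checked. Across all 13986 protein-coding genes the share was 7.89%. None of the developmental genes had an increased peak, and 6 of the ribosomal protein genes did. Genes without any listed peak count as unchanged in these shares. Developmental genes also lie in wider gaps between transcription starts, and the median length of sequence nearest to one of their starts was 14950 bases, against 1401 for the ribosomal protein genes and 3655 for all protein-coding genes. Lists of 141 protein-coding genes were drawn at random 10000 times within 20 classes of this length. They gave a mean of 26.8 genes with a decreased peak, and at most 46. Unchanged peaks were not listed, so these draws cannot tell loss of the mark from how often a gene carries it. Of the alternatives set before the data were examined, an FDR under 0.001 moved the developmental share most, to 36.2%, and the requirement of a transcription start within 3000 bases gave 39.0%. Several peaks were assigned to the same gene most often at CG43245, with 10 decreased peaks in the authors' deposited table, followed by lncRNA:CR43905, shn and Tet with 8 each, and Antp, CG4116, pyd and tou with 7 each.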

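At mirr, which encodes an Iroquois-class homeodomain protein and lies on 3L from 12693639 to 12710249 in dm6, 4 peaks decreased. The strongest, from 12692848 to 12693365, lies at -274 bases from a transcription start, and its concentration in the authors' deposited table was 6.01 in the controls and 2.11 after etomoxir. That last value is the log2 of a mean of few reads, so the size of this decrease rests on a low count. The other mirr peaks had log2 fold changes of -1.38, -1.20 and -1.15 in the authors' deposited table. At Sox15, an HMG-box transcription factor gene on 2R from 14201390 to 14212413, the authors' deposited table lists a promoter peak at -2.16 (FDR 8.90e-07) and an intronic peak at -2.19 (FDR 7.68e-08). A further 2 decreased peaks inside Sox15, at -1.84 and -1.69, are assigned to the neighbouring gene VGAT in the authors' deposited table. At hth, a homeobox gene on 3R from 10507561 to 10639568, the authors' deposited table lists 5 decreased peaks, 3 in introns and 2 in exons. The concentration of the strongest was 6.38 in the controls and 4.38 after etomoxir in the authors' deposited table, and the other 4 had log2 fold changes from -1.38 to -0.98. None of the hth peaks is in a promoter, and another 4 decreased peaks inside its introns are assigned to mir-4944 in the authors' deposited table, with log2 fold changes from -2.18 to -0.85. The paper describes the genes whose transcripts it followed after Nej knockdown, apart from Gapdh2, as having etomoxir-dependent peaks. That the other genes with in situ probes, apart from Gapdh2 and nej, also had decreased peaks is therefore no independent result. In the authors' deposited table these were 2 at E5 (-2.96 and -2.60), 1 at drm (-2.11), 4 at grn (-3.46 to -1.61), 2 at mamo (-1.47 and -1.11) and 6 at zfh2 (-1.86 to -1.17). The zfh2 peaks lie on chromosome 4, where 55 of the 67 peaks in the authors' deposited table changed in the other direction. The table lists no peak for Gapdh2 or nej, so no change past the FDR threshold was recorded there.

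**Figure D2:**
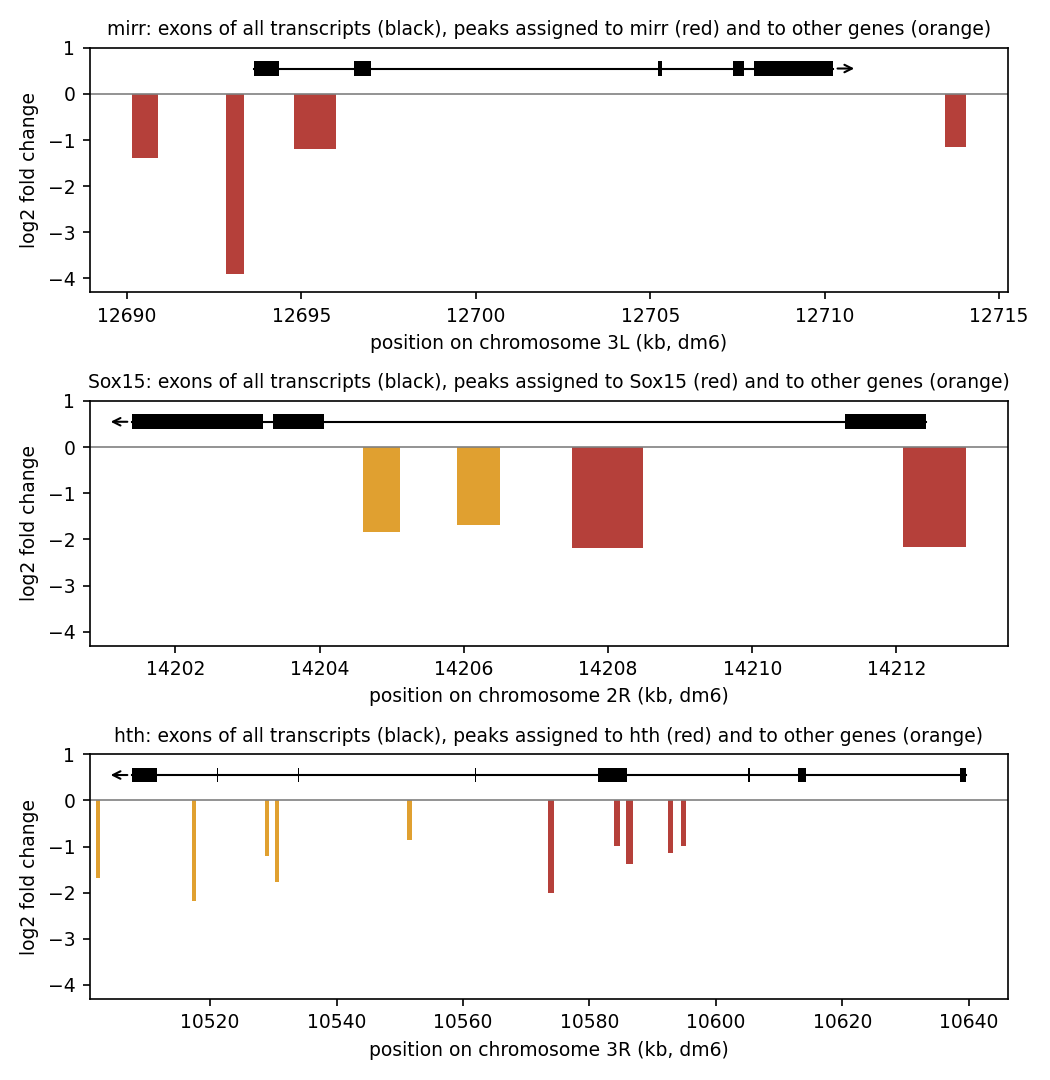
Positions of the peaks that decreased after etomoxir at mirr, Sox15 and hth (x axis, position in dm6 in kb; y axis, the authors' log2 fold change). Black boxes are exons of all annotated transcripts with an arrow in the direction of transcription, red bars are peaks assigned to the named gene (4, 2 and 5) and orange bars are peaks assigned to other genes, including the 2 inside Sox15 and the 4 inside hth.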

Genes with nearby H3K18ac peaks that decreased after etomoxir treatment included proximally expressed genes, such as *mirror* (*Mirr*), *Sox box protein 15* (*Sox15*) and *homothorax* (*Hth*), among others (Extended Data Fig. 9c–j). We asked whether proper expression of these genes depends on rim histone acetylation. Efficient inhibition of FABO by etomoxir is technically challenging in larvae, and etomoxir treatment and *Nej* knockdown have similar effects, both reducing total bulk lysine acetylation (Fig. 2f and Extended Data Fig. 5c–c′,f). Therefore, we knocked down *Nej* in the posterior compartment and assessed transcript levels by fluorescence in situ hybridization (FISH). Whereas expression of the housekeeping gene *glyceraldehyde 3 phosphate dehydrogenase 2* (*Gapdh2*) was not affected (Extended Data Fig. 9k–k′), expression of genes with etomoxir-dependent H3K18ac peaks was strongly downregulated in the knockdown compartment (IFP^+^; Extended Data Fig. 9c′–j′, arrowheads). Hence, histone acetylation in the proximal region is required for proper gene expression.

We asked whether altered histone acetylation affects disc development. Strong knockdown of *Nej* or *Hdac1* with hhG4 is lethal to pupae. We titrated down *Nej* knockdown strength by using the weaker engrailed-GAL4 driver at 18 °C, which produced a reduction in H3K18ac similar or weaker to that caused by loss of FABO (compare Extended Data Fig. 10a,b with Fig. 4e,f). This method generated adults with small, abnormal wings (Extended Data Fig. 10g–i′). Likewise, mild knockdown of *Hdac1* (Extended Data Fig. 10c,d) produced increased H3K18ac in the rim and caused either pupal lethality or notched wings (Extended Data Fig. 10j–j′), a result consistent with known effects on Notch signalling^22^. We also used a previously described method^23^ to generated *Drosophila* in which H3K18 and H4K8 were simultaneously mutated to either non-acetylatable arginine residues or to glutamine, thereby mimicking the loss of positive charge caused by acetylation. Both mutations caused lethality (0 viable homozygotes for >1,000 animals analysed), which indicated that the regulation of acetylation on these sites is developmentally important.

Finally, we asked whether histone acetylation in the rim is specific for wing discs or a general feature of imaginal discs. Indeed, we saw high H3K18ac on the rim of all imaginal discs we inspected (Extended Data Fig. 10e,f).

## Discussion

In this study, we showed that metabolism is not uniform in the *Drosophila* wing imaginal disc, with high FABO in the rim. The acetyl-CoA derived from FABO is used in rim nuclei to acetylate histones, which leads to increased H3K18ac, H4K8ac and total lysine acetylation, thereby affecting gene expression. Nuclei with high histone acetylation are close to the wing disc surface. This pattern did not correlate with a gene expression region or a cell cycle phase, but rather with proximity of the nucleus to the haemolymph. Nuclei cycle their positions rapidly, within 12-h cell cycles, which implies that they acetylate their histones when they approach the tissue surface and then deacetylate them when moving back deeper into the tissue. Although FABO is increased in the rim region, this is not sufficient to restrict high histone acetylation to this region because exogenously supplied acetate also specifically increased histone acetylation in the rim. Instead, nuclei close to the tissue surface have more nuclear ACSS2, which converts acetate into acetyl-CoA. We currently do not know why surface nuclei have more nuclear ACSS2, and further studies will be required to elucidate this mechanism. It will also be interesting to study whether similar phenomena occur in other organisms or in tumours, which have irregular tissue architecture and aberrant histone acetylation.

## Methods

### *Drosophila* stocks and clone induction in the wing disc

Fly stocks were maintained at 25 °C with a 12 h light–dark cycle. A list of fly stocks is provided in Supplementary Table 2. Detailed genotypes of all animals for all figure panels are given in Supplementary Table 3. Crosses for temperature-sensitive knockdown experiments using UAS/GAL4/tubulinG80^ts^ were maintained at 18 °C and shifted to 29 °C to induce transgene expression. Crosses used for clone-induction experiments were kept at 18 °C before heat shock for 15-45 min at 35 °C (for Rok and Koi clones) or for 15–25 min at 33 °C (all other clones) during early to mid-third instar larval stages. After heat shock, crosses were kept at 25 °C to facilitate efficient gene expression. Crosses to determine the effect of mild *Nej* or *Hdac1* knockdown on disc and wing growth using enG4 were kept at 18 °C to reduce RNAi efficiency and prevent lethality.

### Immunofluorescence staining of *Drosophila* wing discs

Unless indicated otherwise, immunostainings were performed on wing discs from third instar larvae. Larvae were either dissected in PBS on ice, or incubated in explant cultures (see below)^24^, and thereafter fixed for 20 min in 4% formaldehyde (FA) and PBS. All subsequent washing and incubation steps were performed with gentle rocking of the carcasses on a rocking platform. Samples were rinsed twice with PBS containing 0.3% Triton X-100 (PBX) followed by 2 washes for 10 min in PBX. Larvae were blocked for 45 min in PBX containing 5% BSA (BBX) before incubation with primary antibodies and Alexa Fluor 488 Phalloidin (Invitrogen, A12379) or Alexa Fluor 633 Phalloidin (Invitrogen, A22284) in BBX overnight at 4 °C. A list of primary and secondary antibodies used in this study is provided in Supplementary Table 4. To remove the primary antibodies, samples were rinsed twice with BBX, followed by 2 washing steps for 60 and 30 min in BBX. The samples were then incubated in BBX containing DAPI (2.5 μg ml^–1^; AppliChem, A1001) and secondary antibodies (1:250) at room temperature in the dark. Before mounting the wing discs in mounting medium (80% glycerol, 1× PBS and 20 mM *n*-propyl gallate (Sigma-Aldrich, P3130)), the samples were rinsed twice and then washed 2 times for 30 min each with BBT. Immunofluorescence signals in the tissue were detected by confocal microscopy (Leica SP8 confocal microscope). Sum intensity projections were generated using Fiji.

To align wing disc orientations in the figure panels, some disc images were rotated. The resulting empty corners of the squares were underlaid with solid black boxes for a more consistent panel layout.

### Image quantification, data analysis and software

All quantifications were performed using Fiji. For quantification of histone acetylation and total ac-K immunosignals, integrated intensities were normalized to the corresponding DAPI signal and displayed as the ratio of signal of the rim versus the centre of the wing disc. The rim was defined as a region of 10 pixels in thickness starting from the edge of the disc and moving inwards. For the quantification of H3K18ac in Extended Data Fig. 10a,b, a total intensity of the anterior and posterior rim was determined rather than the ratio of rim to centre signal. For quantification of the TMRM signal, integrated intensities were normalized to the corresponding mitoGFP signal and displayed as the ratio of signal of the rim versus the centre of the wing disc. The rim was defined as a region of 13 pixels in thickness starting from the edge of the disc and moving inwards. For quantification of the tubK40ac immunosignal, sum projections were generated for tubK40ac and DAPI images in Fiji and used to measure integrated intensities. Intensities of tubK40ac were normalized to the corresponding DAPI signals. For quantification of the FISH signal, Fiji was used to measure integrated intensities, which were normalized to the corresponding DAPI signals. To combine data from biological replicates, intensities of each replicate were normalized to the average control intensity. To compare intensities or intensity ratios (rim versus centre) between anterior and posterior compartments of the same wing disc, the GFP or the IFP signal was used to identify the compartment boundaries.

For quantification of nuclear ACSS2, H3K18ac and H3 immunosignals, the DAPI signal was used to outline the nucleus, and mean nuclear intensities were measured in this region with Fiji. Additionally, the distance between the most outward-facing part of each nucleus and the outward-facing tissue surface or between the nuclear surface and the surface of the closest mitochondrion were determined. For quantification of nuclear ACSS2 immunosignal in ACSS2-overexpressing discs and control discs (Fig. 6c–f), the values were additionally sorted into three bins (<5 µm, 5–10 µm and >10 µm) and normalized to the average of the <5 µm bin.

Individual data points are given and displayed as whisker plots. Significance was determined by Mann–Whitney test (two-sided), by Kruskal–Wallis test with Dunn’s multiple comparisons test, by two-way ANOVA with Šídák’s multiple comparisons test or Wilcoxon signed-rank test as indicated in the respective figure legends. Pearson correlation coefficient was used to determine correlation of data. Presence of outliers was determined using ROUT.

Data were analysed using Microsoft Excel (v.16 for Mac) or GraphPad Prism (v.9)

### FISH

The FISH probes were designed to encompass between 200 and 450 nucleotides of the desired gene transcripts (see Supplementary Table 5 for the sequences of primers used). 

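Supplementary Table 5 lists primer pairs for 11 probes against 10 genes. Without the T7 tail of the reverse primers, each pair was aligned to the spliced transcripts of its gene in the dm6 annotation, allowing up to 3 edits per primer because most of the sequences, as read from the extracted text of the table, did not match the reference exactly. All 11 pairs could be placed, and each placed probe came within 3 bases of the length stated in the table, from 201 bases for Gapdh2 to 431 for zfh2. Both primers of 1 probe, against hth, matched exactly. The hth probe of 307 bases spans exons 2 to 4 on 3R, between 10593560 and 10605210. The mirr probe of 351 bases lies in exon 5 on 3L from 12708391 to 12708741, and the Sox15 probe, also 351 bases, in exon 3 on 2R from 14201911 to 14202261. The E5 probe lies in exon 2 on 3R from 13873710 to 13874133, the drm probe in exon 2 on 2L from 3545290 to 3545595, and the zfh2 probe in exon 4 on chromosome 4 from 521546 to 521976. The grn probe joins exons 8 and 9 on 3R between 8148751 and 8149456, and the mamo probe exons 4 to 6 on X between 13885184 and 13901553. The Gapdh2 probe lies in exon 2 on X from 15869344 to 15869544. The nej probes lie on X, one in exon 9 from 9674044 to 9674350 and the other across exons 5 and 6 between 9676772 and 9677207. Exons are counted along the transcript that each pair matched best.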

Addition of a T7 promoter sequence (ccggtaatacgactcactataggg) to the 5′ end of the reverse primer allowed for transcription directly from PCR-amplified fragments using a digoxigenin RNA labeling kit (Roche, 11277073910) according to the manufacturer’s protocol. RNA probes were purified (RNA Clean-up, Macherey–Nagel, 740948) and stored at −20 °C in 50% formamide until used.

For FISH, wandering third instar larvae were dissected in PBS and fixed for 30 min in 4% FA–PBS. Following a rinse in PBS containing 0.1% Tween-20 (PBT), larvae were washed twice for 10 min and 20 min in PBT. Larvae were incubated for 5 min in PBT containing 50% methanol before transferring them to methanol, in which they could be stored for several days at −20 °C. After 5 min incubation in PBT containing 50% methanol, larvae were fixed again for 20 min in 4% FA–PBT. FA was removed by three washes in PBT (each 5 min). The wash buffer was changed to hybridization solution (HS) (50% formamide, 5× SSC (0.75 M sodium chloride and 75 mM sodium citrate dehydrate), 50 µg ml^–1^ heparin and 0.1% Tween-20) by serial wash steps of 5 min each in HS–PBT dilutions of 30/70, 50/50, 70/30 and 100/0 (v/v). A 10 min wash in HS was followed by 2 h of blocking at 65 °C in HS supplemented with 100 µg ml^–1^ salmon sperm DNA (Invitrogen, 15632-011). In parallel, 15 ng of FISH probe was denatured in 100 µl blocking buffer for 3 min at 80 °C. After 5 min on ice, the probe was added to the samples and incubated overnight at 65 °C. To remove unbound probe, samples were rinsed once and washed twice for 5 min and 15 min in HS. The buffer was changed back to PBT through serial wash steps of 5 min each in HS–PBT dilutions of 70/30, 50/50 and 30/70 (v/v). Subsequently, larvae were rinsed and washed 3 times for 15 min each in PBT before blocking for 60 min in maleic acid buffer (1 M maleic acid, 1.5 M NaCl; pH 7.5) supplemented with 0.5% (w/v) blocking reagent for nucleic acid hybridization and detection (Roche, 11096176001). Samples were incubated overnight at 4 °C with pre-absorbed (2–3 h incubation with larvae in the absence of FISH probe) anti-digoxigenin Fab fragments conjugated to horseradish peroxidase (Roche, 11207733910). Unbound Fab fragments were removed by 3 rinses and a 10 min wash in PBT. Nuclei were counterstained for 15 min in PBT containing DAPI (2.5 µg ml^–1^), followed by a wash for 10 min in PBT. To visualize localization of the FISH probes, a TSA Plus Fluorescein kit (Akoya Biosciences, NEL741001KT) was used according to the manufacturer’s protocol. Last, samples were rinsed once and washed twice for 15 min each with PBT before mounting the wing discs in mounting medium. Fluorescent signals in the tissue were detected by confocal microscopy (Leica SP8 confocal microscope). Sum intensity projections were generated using Fiji.

To align wing disc orientations in the figure panels, some disc images were rotated. The resulting empty corners of the squares were underlaid with solid black boxes for a more consistent panel layout.

### Live staining of MMP and lipid droplets in *Drosophila* wing discs

For live imaging of the MMP using TMRM, wing discs from third instar larvae ubiquitously expressing mitoGFP driven by tubulinG4 (tubG4) were dissected in explant medium (see below)^24^ and transferred into an explant chamber containing the same medium supplemented with TMRM (50 nM; Biomol, ABD-22221) and the indicated inhibitors. The concentration and duration of drug treatments are indicated in the corresponding figure legends. Supplementary Table 6 lists the compounds used in this study. After incubation in the dark, wing discs were mounted on slides in explant medium and imaged using a Leica SP8 confocal microscope.

The genetically encoded mitochondrial pH Sensor Sypher3s-dmito^15^ allows visualization of the mitochondrial pH and serves as an indicator of the MMP as it is established through a proton gradient. SypHer3s-dmito is based on the hydrogen peroxide sensor Hyper, which consists of a circularly permutated yellow fluorescent protein (YFP) inserted into the regulatory domain of the bacterial hydrogen peroxide sensor OxyR, which features a mutation rendering the sensor insensitive to hydrogen peroxide but retaining sensitivity towards pH^25^. The sensor has two excitation maxima, with emission around 405 nm being pH-insensitive, whereas emission around 488 nm shows increased intensity with higher pH.

To generate SypHer3s-dmito transgenic flies, the sensor-coding sequence was transferred from a mammalian expression vector (Addgene, 108119)^15^ into the pUAST-attB vector^26^, allowing site-directed insertion of the transgene into the fly genome and expression under control of the UAS/GAL4-system (see Supplementary Table 5 for primers used). The transgene was inserted into the VK33 docking site by phiC31-mediated recombination.

For live imaging of the MMP using SypHer3s-dmito, wing discs from third instar larvae expressing the sensor under control of tubG4 were dissected in explant medium (see below)^24^ and transferred into an explant chamber containing the same medium and the indicated inhibitors. The concentration and duration of drug treatments are indicated in the corresponding figure legends, and a list of compounds is provided in Supplementary Table 6. After incubation in the dark, wing discs were mounted on slides in PBS and imaged using a Leica SP8 confocal microscope. Images are shown in ratiometric configuration as a ratio of emission at 488 nm excitation (pH-sensitive) to 405 nm excitation (pH-insensitive). Darker colours (blue-violet) indicate lower pH and lower MMP, whereas brighter colours (yellow-white) represent higher pH and higher MMP.

Lipid droplets in the wing disc were visualized using BODIPY staining. For this purpose, wing discs from third instar larvae were dissected in explant medium (see below)^24^ and transferred to explant chambers containing the same medium supplemented with BODIPY (10 μM; Sigma-Aldrich, 790389) and Hoechst 33342 (10 μg ml^–1^; Sigma-Aldrich, B2261). After incubating for 10 or 30 min in the dark, larvae were rinsed once with PBS before fixation for 20 min in 4% FA. Before mounting the wing discs in mounting medium (80% glycerol, 1× PBS, 20 mM *n*-propyl gallate (Sigma-Aldrich, P3130)), the larvae were rinsed twice and then washed 2 times for 10 min each with PBS. Fluorescence signals in the tissue were detected by confocal microscopy (Leica SP8 confocal microscope).

To align wing disc orientations in the figure panels, some disc images were rotated. The resulting empty corners of the squares were underlaid with solid blacks for a more consistent panel layout.

### Explant cultures

Ex vivo explant cultures were used for drug treatments as well as live stainings of wing discs. Third instar larvae were dissected in explant medium (Schneider’s *Drosophila* medium (Gibco, 21720024) containing 100 U ml^–1^ penicillin, 100 μg ml^–1^ streptomycin (Gibco, 15140122), 1.6 nM juvenile hormone (Sigma-Aldrich, 333725), 5 nM ecdysone (Enzo Life Sciences, LKT-E0813-M010), 8.3 ng ml^–1^ adenosine deaminase (Roche, 10102105001) and 10 µg ml^–1^ insulin (Sigma-Aldrich I0516)), which we previously showed maintains wing discs stress-free and proliferative for up to 6 h^24^. Incubations were performed in explant chambers (mesh basket in a small glass vial) containing explant medium under constant stirring for oxygenation. The concentration and duration of drug treatments are indicated in the corresponding figure legends and Supplementary Table 6 provides a list of compounds used.

### Cut&Run

To identify FABO-dependent H3K18ac peaks in the *Drosophila* genome, Cut&Run^20^ was performed on wing discs of wandering third instar larvae. Cut&Run is a method to analyse DNA–protein interactions, similar to ChIP–seq. It is based on a fusion protein consisting of protein A, able to bind the primary antibody, and a micrococcal nuclease (MNase), which cuts gDNA around the binding site. These resulting DNA fragments are then isolated and sequenced.

In this study, a previously published *Drosophila*-optimized Cut&Run protocol was applied^27^ (https://protocols.io/private/D6B0AD2DC1431A513994A2A05AC59CDA). In brief, wandering third instar larvae were either incubated for 2 h in the presence or absence of 500 µM etomoxir in explant cultures or directly dissected. Wing discs were then bound to concanavalin A-coated magnetic beads (Polysciences, 86057-3) to prevent loss of the discs during subsequent wash steps on a magnetic rack. To allow antibody binding (H3K18ac, 1:500), wing discs were permeabilized with digitonin. After overnight incubation, bound antibodies were decorated with the protein A–MNase fusion protein (Cell Signaling, 40366). DNA digestion was induced by addition of calcium to activate MNAse. Samples were supplemented with yeast spike-in DNA. Released DNA fragments were purified using AmpureXP beads (Agencourt, A63880).

Libraries were prepared using a KAPA Hyper Prep kit (Roche, 7962312001) following the manufacturer’s protocol. In deviation from the protocol, KAPA Pure Beads were replaced by AmpureXP beads. Owing to low sample input in Cut&Run, adapter ligation (TruSeq single indexed DNA adapter (Illumina, 20015960)) was performed for 3 h. The PCR protocol was altered according to a previously published menthod^28^ to shorten the PCR cycles (10 s at 60 °c) favouring exponential amplification of shorter DNA fragments produced during Cut&Run. For efficient removal of the primer peak from the library, a second post-amplification clean-up was included in the protocol, as suggested by the manufacturer. Sequencing (125 nucleotide paired-end reads, HiSeq2000, Illumina) was performed by the DKFZ Genomics and Proteomics Core Facility.

The galaxy server platform^29^ was used for data analysis. Adapter sequences were trimmed using Trim Galore! (v.0.6.3) (https://github.com/FelixKrueger/TrimGalore) before aligning read sequences to the *Drosophila* genome (dm6) by Bowtie2 (v.2.4.2)^30,31^. Bowtie2 settings were adjusted according to previously published method^28^ as follows: --local --very-sensitive-local --no-unal --no-mixed --no-discordant --phred33 -I 10 -X 700. Next, read duplicates were removed using MarkDuplicates (v.2.18.2.2) (http://broadinstitute.github.io/picard/). Peak calling was performed using MACS2 callpeak (v.2.1.1.20160309.6)^32,33^. Finally, differential binding and principal component analysis was assessed using DiffBind (v.2.10.0)^34^ by grouping the samples according to treatment. Peaks were annotated using ChIPseeker (v.1.18.0)^35^ with the genome annotation file from Ensembl (dm6, genes and gene prediction). Gene ontology enrichment analysis was performed using the online tool http://www.webgestalt.org.

### Generation of fly lines expressing mutant histones

Fly lines expressing mutant histones were generated using a previously published system^23^. An entry vector for Gateway Cloning (Thermo Fisher Scientific) provided by A. Herzig encoding a histone gene unit (His-GU) was used as a template to simultaneously mutate H3K18 and H4K8 to either H3R18 and H4R8 or to H3Q18 and H4Q8 (see Supplementary Table 5 for primers used). Cloning of the mutant His-GU into three entry vectors (using XhoI and BstBI) allowed generation of a final destination vector containing three mutated His-GUs by Gateway Cloning. This destination vector, optimized per ref. ^23^, contains recombination sites allowing phiC31-mediated insertion into the fly genome. The transgene was inserted separately into the VK33 and ZH86Fb docking sites. Subsequently, the two transgenic fly lines were recombined, generating a line with 6 His-GU on chromosome III and crossed into a histone null mutant background (HisC).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-024-07471-4.

### Supplementary information

Supplementary Information This file contains Supplementary Data 1–3 and Supplementary Tables 1–6.

Reporting Summary

Peer Review File

Source data for Supplementary Data 1

Source data for Supplementary Data 2

### Source data

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

Source Data Fig. 5

Source Data Fig. 6

Source Data Extended Data Fig. 1

Source Data Extended Data Fig. 2

Source Data Extended Data Fig. 3

Source Data Extended Data Fig. 4

Source Data Extended Data Fig. 5

Source Data Extended Data Fig. 6

Source Data Extended Data Fig. 7

Source Data Extended Data Fig. 8

Source Data Extended Data Fig. 10

## Data Availability

All deep-sequencing datasets are available at the NCBI Gene Expression Omnibus database (accession number GSE207486). The genome annotation we used is from Ensembl (dm6) available at http://ensembl.org. Source data are provided with this paper.

## References

[1] Shvedunova M, Akhtar A (2022). Modulation of cellular processes by histone and non-histone protein acetylation. Nat. Rev. Mol. Cell Biol..

[2] Nitsch S, Zorro Shahidian L, Schneider R (2021). Histone acylations and chromatin dynamics: concepts, challenges, and links to metabolism. EMBO Rep..

[3] Plass C (2013). Mutations in regulators of the epigenome and their connections to global chromatin patterns in cancer. Nat. Rev. Genet..

[4] Cai L, Sutter BM, Li B, Tu BP (2011). Acetyl-CoA induces cell growth and proliferation by promoting the acetylation of histones at growth genes. Mol. Cell.

[5] Wellen KE (2009). ATP-citrate lyase links cellular metabolism to histone acetylation. Science.

[6] Figlia G, Willnow P, Teleman AA (2020). Metabolites regulate cell signaling and growth via covalent modification of proteins. Dev. Cell.

[7] Almonacid M, Terret ME, Verlhac MH (2019). Nuclear positioning as an integrator of cell fate. Curr. Opin. Cell Biol..

[8] Kirkland NJ (2020). Tissue mechanics regulate mitotic nuclear dynamics during epithelial development. Curr. Biol..

[9] Gundersen GG, Worman HJ (2013). Nuclear positioning. Cell.

[10] Del Bene F, Wehman AM, Link BA, Baier H (2008). Regulation of neurogenesis by interkinetic nuclear migration through an apical–basal notch gradient. Cell.

[11] Eugster C, Panakova D, Mahmoud A, Eaton S (2007). Lipoprotein–heparan sulfate interactions in the Hh pathway. Dev. Cell.

[12] Kelly RDW (2018). Histone deacetylase (HDAC) 1 and 2 complexes regulate both histone acetylation and crotonylation in vivo. Sci. Rep..

[13] Xu X (2012). Insulin signaling regulates fatty acid catabolism at the level of CoA activation. PLoS Genet..

[14] Zhou VW, Goren A, Bernstein BE (2011). Charting histone modifications and the functional organization of mammalian genomes. Nat. Rev. Genet..

[15] Ermakova YG (2018). SypHer3s: a genetically encoded fluorescent ratiometric probe with enhanced brightness and an improved dynamic range. Chem. Commun..

[16] Sivanand S, Viney I, Wellen KE (2018). Spatiotemporal control of acetyl-CoA metabolism in chromatin regulation. Trends Biochem. Sci..

[17] Li X (2017). Nucleus-translocated ACSS2 promotes gene transcription for lysosomal biogenesis and autophagy. Mol. Cell.

[18] Takahashi H, McCaffery JM, Irizarry RA, Boeke JD (2006). Nucleocytosolic acetyl-coenzyme a synthetase is required for histone acetylation and global transcription. Mol. Cell.

[19] Kouzarides T (2007). Chromatin modifications and their function. Cell.

[20] Skene, P. J. & Henikoff, S. An efficient targeted nuclease strategy for high-resolution mapping of DNA binding sites. *eLife*10.7554/eLife.21856 (2017).10.7554/eLife.21856PMC531084228079019

[21] Wang Z (2008). Combinatorial patterns of histone acetylations and methylations in the human genome. Nat. Genet..

[22] Wang, Z. et al. The histone deacetylase HDAC1 positively regulates Notch signaling during *Drosophila* wing development. *Biol. Open*10.1242/bio.029637 (2018).10.1242/bio.029637PMC586135829437043

[23] Gunesdogan U, Jackle H, Herzig A (2010). A genetic system to assess in vivo the functions of histones and histone modifications in higher eukaryotes. EMBO Rep..

[24] Strassburger K (2017). Oxygenation and adenosine deaminase support growth and proliferation of ex vivo cultured *Drosophila* wing imaginal discs. Development.

[25] Belousov VV (2006). Genetically encoded fluorescent indicator for intracellular hydrogen peroxide. Nat. Methods.

[26] Bischof J, Maeda RK, Hediger M, Karch F, Basler K (2007). An optimized transgenesis system for *Drosophila* using germ-line-specific phiC31 integrases. Proc. Natl Acad. Sci. USA.

[27] Ahmad K, Spens AE (2019). Separate Polycomb response elements control chromatin state and activation of the vestigial gene. PLoS Genet..

[28] Skene PJ, Henikoff JG, Henikoff S (2018). Targeted in situ genome-wide profiling with high efficiency for low cell numbers. Nat. Protoc..

[29] Afgan E (2018). The Galaxy platform for accessible, reproducible and collaborative biomedical analyses: 2018 update. Nucleic Acids Res..

[30] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol..

[31] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[32] Zhang Y (2008). Model-based analysis of ChIP–seq (MACS). Genome Biol..

[33] Feng J, Liu T, Qin B, Zhang Y, Liu XS (2012). Identifying ChIP–seq enrichment using MACS. Nat. Protoc..

[34] Ross-Innes CS (2012). Differential oestrogen receptor binding is associated with clinical outcome in breast cancer. Nature.

[35] Yu G, Wang LG, He QY (2015). ChIPseeker: an R/Bioconductor package for ChIP peak annotation, comparison and visualization. Bioinformatics.

# Supplementary material for: Nuclear position and local acetyl-CoA production regulate chromatin state
**Source:** Nature. 2024 Jun 5;630(8016):466–74. doi: 10.1038/s41586-024-07471-4
**Supplement:** Supplementary file 1 — This file contains Supplementary Data 1–3 and Supplementary Tables 1–6.

---

**Supplementary information**

---

**Nuclear position and local acetyl-CoA production regulate chromatin state**

---

In the format provided by the  
authors and unedited

# Supplementary Data 1

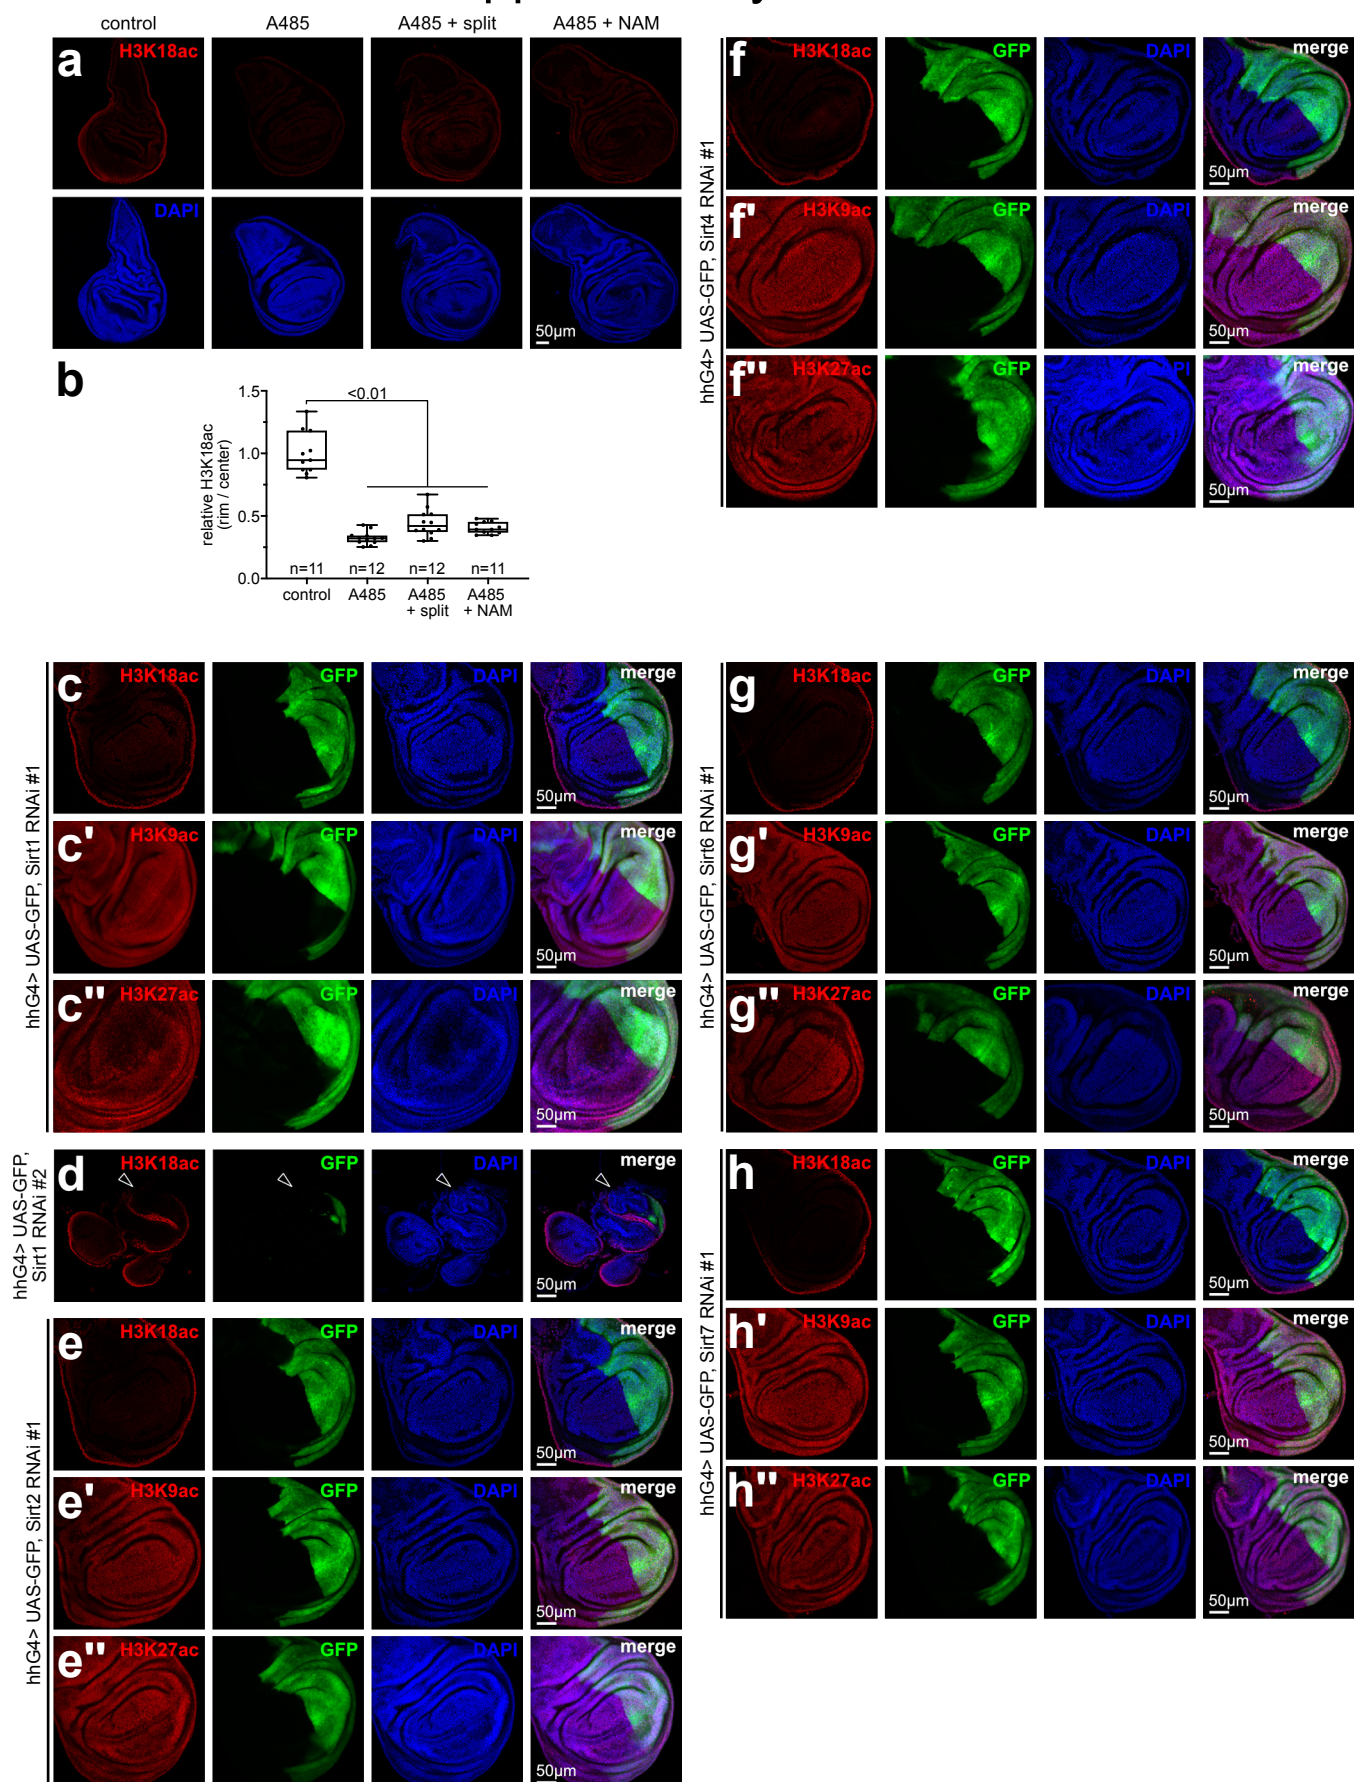

### **Supplementary Data 1: Screening data - effect of Sirtuin knockdowns on histone acetylation**

**(a-b)** H3K18ac is not deacetylated by sirtuins (class III deacetylases) as pharmacological inhibition with splitomycin (split, 50  $\mu$ M) or nicotinamide (NAM, 20 mM) does not prevent loss of H3K18ac upon nejire (nej) inhibition by A485 (20  $\mu$ M). Discs incubated for 2 h in explant cultures with indicated inhibitors. Representative images in (a), quantified in (b). Statistical significance by Kruskal-Wallis test with Dunn's multiple comparisons test. (n=11-12 discs). Whisker plots: center line (median), box limits (1st and 3rd quartiles), whiskers (outer data points).

**(c-h)** Knockdown of Sirt1 (c-d), Sirt2 (e-e''), Sirt4 (f-f''), Sirt6 (g-g''), or Sirt7 (h-h'') does not impact H3K18ac, H3K9ac, or H3K27ac levels in the posterior compartment (GFP+) indicating that these sirtuins are not responsible for deacetylation of these histone marks. Knockdown of Sirt1 with RNAi line #2 (d) caused a strong decrease in posterior compartment size. The wing disc is indicated by the open arrowhead. (c-c'', n=9 discs; d, n=7 discs; e-e'', n=9 discs; f-f'', n=9 discs; g-g'', n=9-11 discs; h-h'', n=9 discs).

# Supplementary Data 2

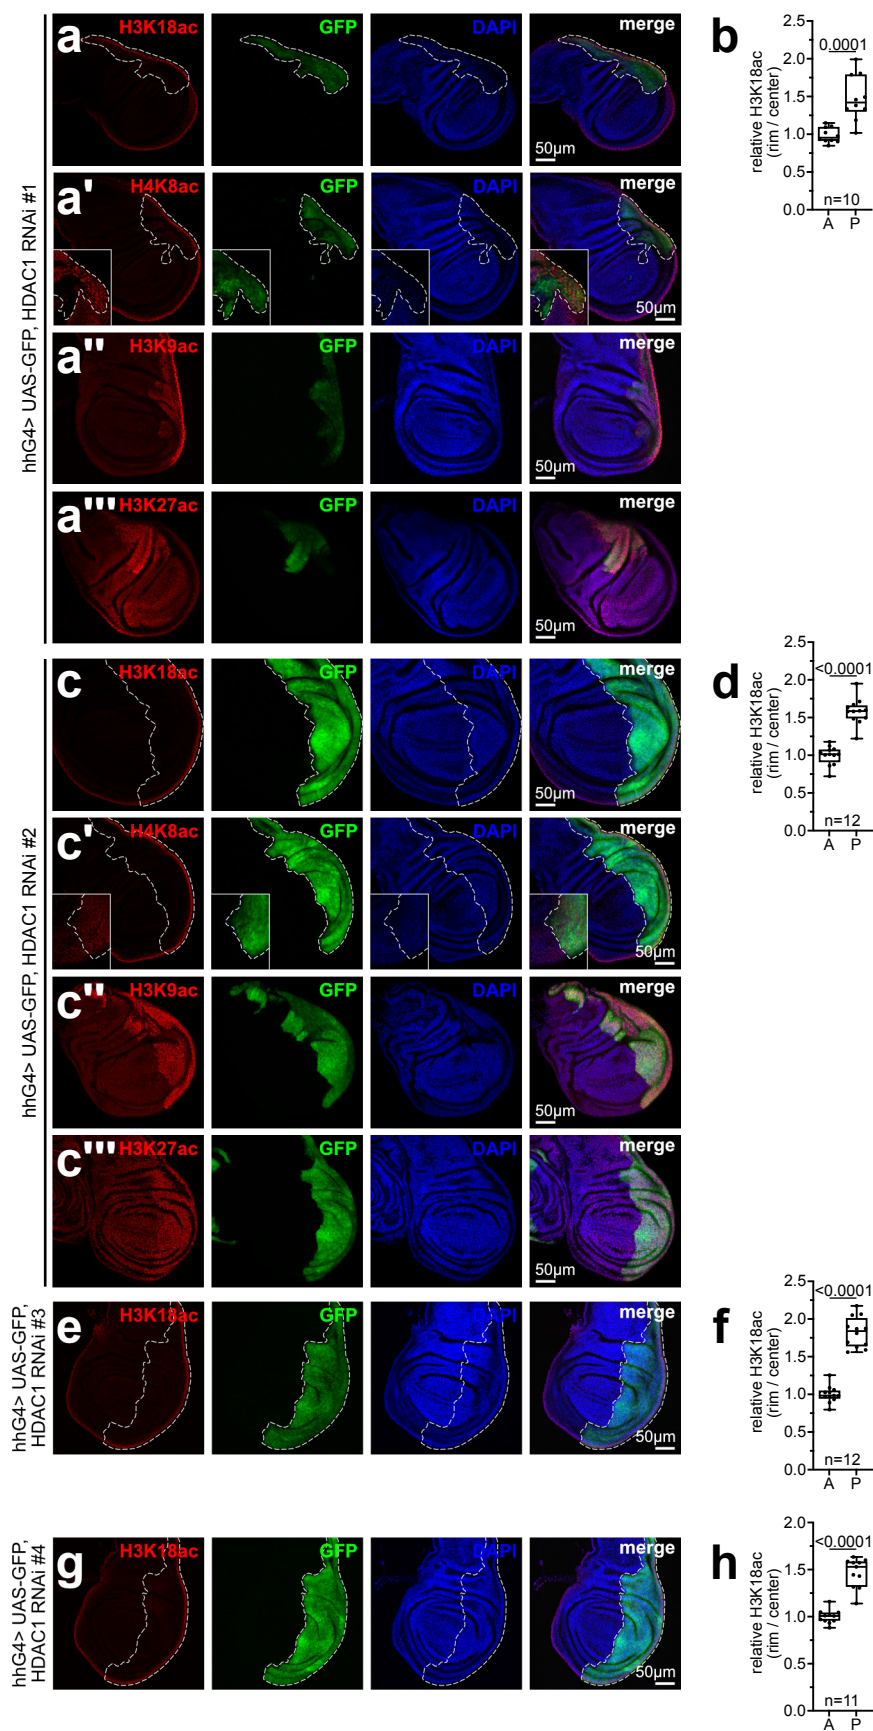

## **Supplementary Data 2: Effects of HDAC1 knockdown on various histone acetylation marks**

**(a-b)** Knockdown of Histone deacetylase 1 (HDAC1) in the posterior compartment (GFP+) increases acetylation of H3K18 (a) and H4K8 (a') mildly, and increases acetylation of H3K9 (a'') and H3K27 (a''') strongly. The dashed line outlines the posterior compartment (GFP+). Inset in (a') shows a different x-y section from the same disc. Representative images of H3K18ac in (a), quantified in (b). Statistical significance by Mann-Whitney test (two-sided). 1 outlier was removed as determined by ROUT. (a-a''', n=10-16 discs; b, n=10-11 discs).

**(c-d)** Knockdown of HDAC1 with a second independent RNAi line in the posterior compartment (GFP+) causes a mild increase in acetylation of H3K18 (c), H4K8 (c'), and a clear increase in acetylation of H3K9 (c'') and H3K27ac (c'''). The dashed line outlines the posterior compartment (GFP+). Inset in (c') shows a different x-y section from the same disc. Representative images of H3K18ac in (c), quantified in (d). Statistical significance by Mann-Whitney test (two-sided). (c-c''', n=10-14 discs; d, n=12 discs).

**(e-f)** Knockdown of HDAC1 with a third independent RNAi line in the posterior compartment (GFP+) causes a mild increase in acetylation of H3K18 (e). The dashed line outlines the posterior compartment (GFP+). Representative images in (e), quantified in (f). Statistical significance by Mann-Whitney test (two-sided). (n=12 discs).

**(g-h)** Knockdown of HDAC1 with a fourth independent RNAi line in the posterior compartment (GFP+) causes a mild increase in acetylation of H3K18 (g). The dashed line outlines the posterior compartment (GFP+). Representative images in (g),

quantified in (h). Statistical significance by Mann-Whitney test (two-sided). (n=11 discs).

Whisker plots: center line (median), box limits (1st and 3rd quartiles), whiskers (outer data points). A, anterior; P, posterior

# Supplementary Data 3

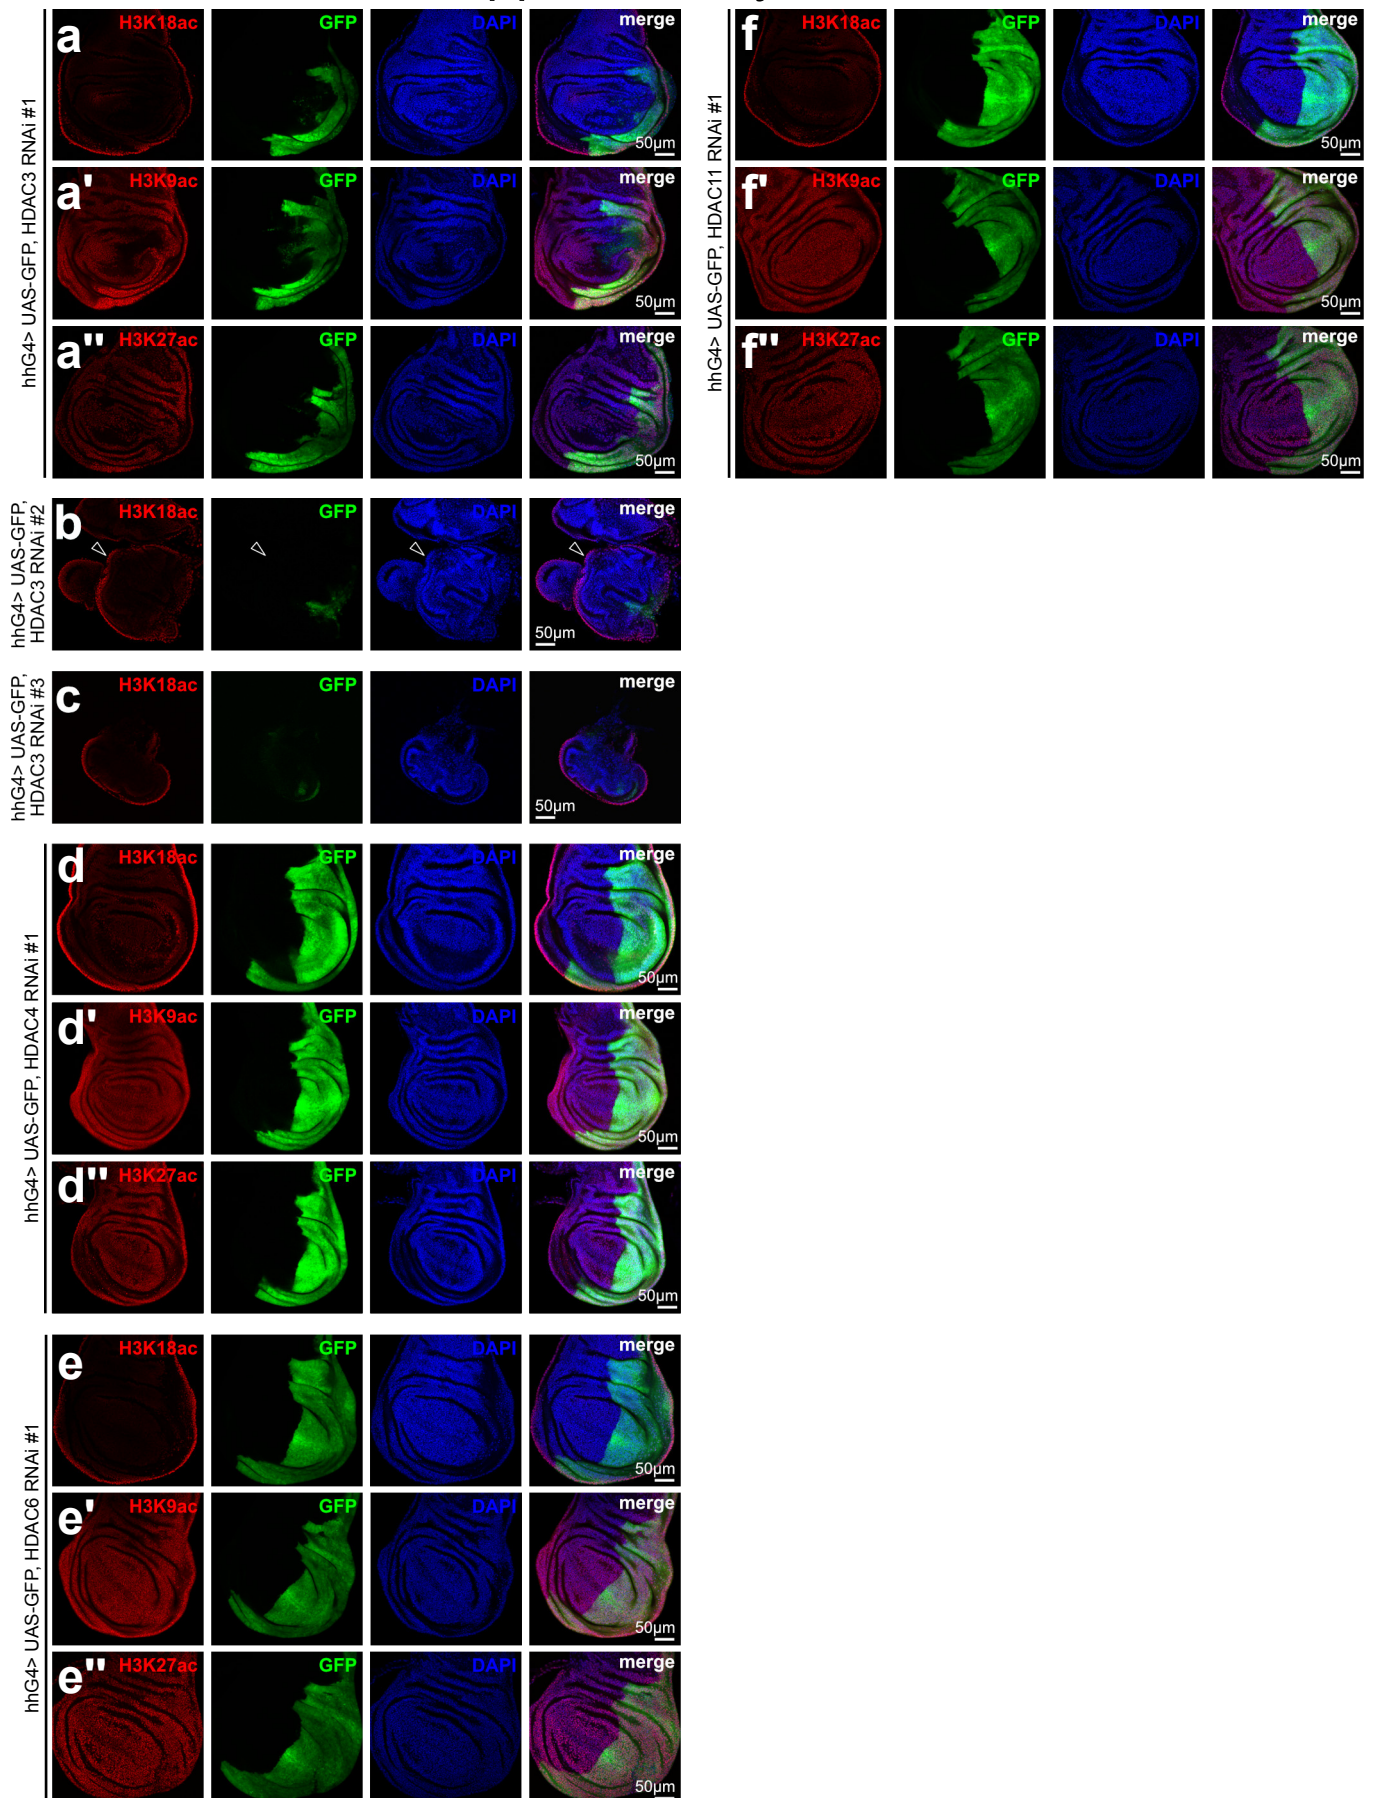

### **Supplemental Data 3: Effects of HDAC3, 4, 6, and 11 knockdowns on various histone acetylation marks**

**(a-a'')** Knockdown of Histone deacetylase 3 (HDAC3) in the posterior compartment (GFP+) increases H3K9ac (a') but not H3K18ac (a) or H3K27ac (a''). (n=10 discs).

**(b-c)** Knockdown of HDAC3 with a second and third independent RNAi line in the posterior compartment (GFP+) does not affect acetylation of H3K18 but caused a strong decrease in posterior compartment size. The wing disc in (b) is indicated by an open arrowhead. (b, n=5 discs; c, n=13 discs).

**(d-f)** Knockdown of HDAC4 (d-d''), HDAC6 (e-e''), or HDAC11 (f-f'') in the posterior compartment (GFP+) does not impact levels of H3K18ac, H3K9ac, or H3K27ac, indicating that these HDACs are not responsible for deacetylating these histone marks. (d-d'', n=11 discs; e-e'', n=9 discs; f-f'', n=9-10 discs).

**Suppl Table 1: Effect of histone acetyltransferase or deacetylase knockdowns on different histone acetylation marks**

Abbreviations: Elp3, Elongator complex protein 3; Gcn5, General Control Non-repressed protein 5; HDAC, histone deacetylase; nej, nejire; Sirt, sirtuin (n=5-16 discs)

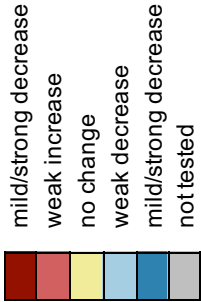

| gene   | RNAi line | # | H3K18ac | H4K8ac | H3K9ac | H3K27ac | morphology |
|--------|-----------|---|---------|--------|--------|---------|------------|
| nej    | KK102885  | 1 |         |        |        |         |            |
| Gcn5   | KK108943  | 1 |         |        |        |         |            |
| Elp3   | KK106128  | 1 |         |        |        |         |            |
| Sirt1  | KK105502  | 1 |         |        |        |         |            |
| Sirt1  | B53697    | 2 |         |        |        |         |            |
| Sirt1  | B31636    | 3 |         |        |        |         |            |
| Sirt1  | B32481    | 4 |         |        |        |         |            |
| Sirt1  | KKK108241 | 5 |         |        |        |         |            |
| Sirt2  | BKK103790 | 1 |         |        |        |         |            |
| Sirt2  | B36868    | 2 |         |        |        |         |            |
| Sirt2  | B31613    | 3 |         |        |        |         |            |
| Sirt4  | KK110639  | 1 |         |        |        |         |            |
| Sirt4  | B31638    | 2 |         |        |        |         |            |
| Sirt4  | B36588    | 3 |         |        |        |         |            |
| Sirt4  | B33984    | 4 |         |        |        |         |            |
| Sirt6  | B34530    | 1 |         |        |        |         |            |
| Sirt6  | B31399    | 2 |         |        |        |         |            |
| Sirt6  | B36801    | 3 |         |        |        |         |            |
| Sirt7  | B32483    | 1 |         |        |        |         |            |
| Sirt7  | B31093    | 2 |         |        |        |         |            |
| Sirt7  | B36802    | 3 |         |        |        |         |            |
| HDAC1  | B33725    | 1 |         |        |        |         |            |
| HDAC1  | B34846    | 2 |         |        |        |         |            |
| HDAC1  | B31616    | 3 |         |        |        |         |            |
| HDAC1  | B36800    | 4 |         |        |        |         |            |
| HDAC3  | KK107073  | 1 |         |        |        |         |            |
| HDAC3  | B64476    | 2 |         |        |        |         |            |
| HDAC3  | B34778    | 3 |         |        |        |         |            |
| HDAC3  | B31633    | 4 |         |        |        |         |            |
| HDAC4  | B34774    | 1 |         |        |        |         |            |
| HDAC4  | B28549    | 2 |         |        |        |         |            |
| HDAC6  | KK108831  | 1 |         |        |        |         |            |
| HDAC6  | B31053    | 2 |         |        |        |         |            |
| HDAC6  | B34072    | 3 |         |        |        |         |            |
| HDAC11 | KK108098  | 1 |         |        |        |         |            |
| HDAC11 | B32480    | 2 |         |        |        |         |            |

**Suppl. Table 2: List of fly lines**

Numbering of the RNAi lines (#) used in this paper is indicated.

Abbreviations: AcCoAS, acetyl-CoA synthase; AFG, actin flip-out Gal4; ATPCL, ATP citrate lyase; Elp3, Elongator complex protein 3

Gcn5, General Control Non-repressed protein 5; HDAC, histone deacetylase; hh, hedgehog; hsFLP, heat-shock flipase

IFP, infra-red protein; koi, klaroid; nej, nejire; PDH a, pyruvate dehydrogenase  $\alpha$ ; PDK, pyruvate dehydrogenase kinase; Rok, Rho kinase; Sirt, sirtuin

Suppl. Table 3: Genotypes for all figure panels

| Figures             | panel | genotype                                  | treatment                                                                                                                               |
|---------------------|-------|-------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------|
| <b>Main figures</b> |       |                                           |                                                                                                                                         |
| 1                   | c-e   | w[1118]                                   | -                                                                                                                                       |
|                     | f     | ;tshG4,UAS-GFP;+/S-T                      | -                                                                                                                                       |
|                     | g     | ;tshG4,UAS-GFP/+; UAS-reaper/tubG80ts     | 1 d 29C                                                                                                                                 |
|                     | h-i   | w[1118]                                   | -                                                                                                                                       |
|                     | k     | hsFLP/AFG;UAS-GFP/+                       | 15-25 min at 33°C during mid L3                                                                                                         |
| 2                   | a-b   | w[1118]                                   | -                                                                                                                                       |
|                     | c-d   | hsFLP/AFG;koj RNAi/+;UAS-GFP/+            | 15-45 min at 35°C during early-mid L3                                                                                                   |
|                     | e-h   | ;nej RNAi #1/+ ;hhG4, tubG80ts, UAS-IFP/+ | 1 d 29C                                                                                                                                 |
|                     | a-b   | w[1118]                                   | 2 h explant cultures: A485 (20 µM), butyrate (20mM), trichostatin A (500 nM), panobinostat (100 nM)                                     |
|                     |       |                                           | 2 d 29C, 1 h explant cultures: A485 (20 µM)                                                                                             |
| 3                   |       |                                           | 2 d 29C                                                                                                                                 |
| 4                   | c-d   | ::hhG4, tubG80ts,UAS-IFP/HDAC1 RNAi #1    | -                                                                                                                                       |
|                     | f-g   | ::hhG4, tubG80ts,UAS-IFP/HDAC1 RNAi #1    | 1 d 29C                                                                                                                                 |
|                     | a     | w[1118]                                   | -                                                                                                                                       |
|                     | b     | ;nej RNAi #1/+ ;hhG4, tubG80ts, UAS-IFP/+ | 1 d 29C                                                                                                                                 |
|                     | c     | w[1118]                                   | -                                                                                                                                       |
| 5                   | d     | UAS-GFP/nej RNAi #1; hhG4/+               | -                                                                                                                                       |
|                     | e-f   | w[1118]                                   | 2 h explant cultures: 2-deoxy-glucose (20 mM), glutaminase inhibitor 968 (50 µM), 6-diazo-5-oxo-L-norleucin (500 µM), etomoxir (500 µM) |
|                     | g-h   | w[1118]                                   | 2 h explant cultures: etomoxir (500 µM), octanoate (10 mM)                                                                              |
|                     | a-b   | ;UAS-mitoGFP/+; tubulinG4/+               | 1 h explant cultures: 2-deoxy-glucose (20 mM), glutaminase inhibitor 968 (50 µM), 6-diazo-5-oxo-L-norleucin (500 µM), etomoxir (500 µM) |
|                     |       |                                           | 2 h explant cultures: acetate (10 mM), etomoxir (500 µM)                                                                                |
| 6                   | c-d   | w[1118]                                   | 2 h explant cultures: acetate (10 mM)                                                                                                   |
|                     | a-b   | w[1118]                                   | -                                                                                                                                       |
|                     | c-d   | ;UAS-GFP/+; hhG4/UAS-AcCoAS               | -                                                                                                                                       |
|                     | e-f   | w[1118]                                   | -                                                                                                                                       |
| ED figures          |       |                                           | -                                                                                                                                       |
|                     | a-b   | w[1118]                                   | stained at early, mid, and late L3                                                                                                      |
|                     | c-d   | w[1118]                                   | -                                                                                                                                       |
|                     | e-g'  | w[1118]                                   | 1 d 29C                                                                                                                                 |
|                     | h-h'  | ;tshG4,UAS-GFP/+; UAS-reaper/tubG80ts     | 30-45 min at 35°C during early-mid L3                                                                                                   |
|                     | i-j   | hsFLP/AFG;Rok RNAi/+;UAS-GFP/+            |                                                                                                                                         |

|     |      |                                           |                                                                                                                                            |  |
|-----|------|-------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------|--|
| ED2 | a-a" | ;UAS-GFP/Gcn5 RNAi; hhG4/+                | -                                                                                                                                          |  |
|     | b-b" | ;UAS-GFP/Elp3 RNAi; hhG4/+                | -                                                                                                                                          |  |
|     | c-d  | ;UAS-GFP/nej RNAi #1; hhG4/+              | -                                                                                                                                          |  |
|     | e-f  | ;nej RNAi #2/+ ;hhG4, tubG80ts, UAS-IFP/+ | 1 d 29C                                                                                                                                    |  |
|     | g    | ;tshG4, UAS-GFP                           | 1 d 29C                                                                                                                                    |  |
|     | g'   | ;tshG4, UAS-GFP/nej RNAi #1               | 1 d 29C                                                                                                                                    |  |
|     | g"   | ;tshG4, UAS-GFP/nej RNAi #2               | 1 d 29C                                                                                                                                    |  |
|     | h-i  | w[1118]                                   | 15-60 min explant cultures: A485 (20 µM)                                                                                                   |  |
|     | a-b  | w[1118]                                   | 2 h explant cultures: trichostatin A (500 nM), splitomycin (50 µM),<br>nicotinamide (20 mM)                                                |  |
|     | c    | w[1118]                                   | -                                                                                                                                          |  |
| ED4 | d    | ;hhG4, tubG80ts,UAS-IFP/HDAC1 RNAi #1     | 1 d 29C                                                                                                                                    |  |
|     | e    | ;hhG4, tubG80ts,UAS-IFP/HDAC1 RNAi #2     | 1 d 29C                                                                                                                                    |  |
|     | a    | w[1118]                                   | -                                                                                                                                          |  |
|     | b-c  | ;nej RNAi #2/+ ;hhG4, tubG80ts, UAS-IFP/+ | 1 d 29C                                                                                                                                    |  |
|     | d    | w[1118]                                   | -                                                                                                                                          |  |
|     | e-f  | ;nej RNAi #2/+ ;hhG4, tubG80ts, UAS-IFP/+ | 1 d 29C                                                                                                                                    |  |
|     | g-h  | ;PDHa RNAi/+ ;hhG4, tubG80ts, UAS-IFP/+   | 1 d 29C                                                                                                                                    |  |
|     | i-j  | ;PDK RNAi/+ ;hhG4, tubG80ts, UAS-IFP/+    | 1 d 29C                                                                                                                                    |  |
|     | k-l  | w[1118]                                   | 2 h explant cultures: etomoxir (50-500 µM)                                                                                                 |  |
|     | m-n  | w[1118]                                   | 2 h explant cultures: etomoxir (500 µM), rotenone (10 µM)                                                                                  |  |
| ED5 | o-p  | w[1118]                                   | 2 h explant cultures: rotenone (2.5-25 µM)                                                                                                 |  |
|     | q-r  | ;UAS-GFP/+; hhG4/HDAC1 RNAi #2            | 1 h explant cultures: etomoxir (500 µM)                                                                                                    |  |
|     | a-f  | w[1118]                                   | 2 h explant cultures: etomoxir (500 µM)                                                                                                    |  |
|     | h-i  | ;UAS-mitoGFP/+; tubulinG4/+               | 30 min explant cultures: FCCP (10 µM)                                                                                                      |  |
|     | j    | ;PDHa RNAi/+ ;hhG4, tubG80ts, UAS-IFP/+   | 1 d 29C, 30 min explant cultures                                                                                                           |  |
|     | k    | ;PDK RNAi/+ ;hhG4, tubG80ts, UAS-IFP/+    | 1 d 29C, 30 min explant cultures                                                                                                           |  |
|     | l    | ;UAS-SypHer3s-dmito/tubulinG4             | 1 h explant cultures: FCCP (10 µM)                                                                                                         |  |
|     | m    | ;UAS-SypHer3s-dmito/tubulinG4             | 1 h explant cultures: 2-deoxy-glucose (20 mM), glutaminase inhibitor<br>968 (50 µM), 6-diazo-5-oxo-L-norleucin (500 µM), etomoxir (500 µM) |  |
|     | n    | w[1118]                                   | -                                                                                                                                          |  |
|     | o    | ;nej RNAi #2/+ ;hhG4, tubG80ts, UAS-IFP/+ | 1 d 29C, 30 min explant culture                                                                                                            |  |
| ED6 | p    | ;nej RNAi #1/+ ;hhG4, tubG80ts, UAS-IFP/+ | 1 d 29C, 30 min explant cultures                                                                                                           |  |
|     | q-q' | ;UAS-mitoGFP/+; tubulinG4/+               | -                                                                                                                                          |  |
|     | r-s  | hsFLP/AFG;UAS-mitoGFP/+;UAS-IFP           | 25 min at 33°C during mid L3                                                                                                               |  |
|     | a    | ;UAS-mitoGFP/+; tubulinG4/+               | 30 min explant cultures                                                                                                                    |  |
|     |      |                                           |                                                                                                                                            |  |

|      |       |  |                                           |                                                                                   |
|------|-------|--|-------------------------------------------|-----------------------------------------------------------------------------------|
| ED7  | c-d   |  | ;ATPCL RNAi/+ ;hhG4, tubG80ts, UAS-IFP/+  | 2 d 29C                                                                           |
|      | e-f   |  | w[1118]                                   | 2 h explant cultures: citrate (10 mM), etomoxir (500 µM)                          |
|      | g-h   |  | w[1118]                                   | 2 h explant cultures: ACSS2 inhibitor (20 µM)                                     |
|      | i-j   |  | w[1118]                                   | 2 h explant cultures: acetate (10 mM), etomoxir (500 µM), ACSS2 inhibitor (20 µM) |
| ED8  | a-h   |  | w[1118]                                   | 2 h explant cultures: acetate (10 mM)                                             |
|      | a     |  | ;UAS-GFP/+; hhG4/UAS-AcCoAS               | -                                                                                 |
|      | b-e   |  | w[1118]                                   | -                                                                                 |
|      | f-g   |  | hsFLP/AFG;koi RNAi/+;UAS-GFP/+            | 45 min at 35°C during early L3                                                    |
| ED9  | h-i   |  | hsFLP/AFG;Rok RNAi/+;UAS-GFP/+            | 45 min at 35°C during early L3                                                    |
|      | j-l   |  | w[1118]                                   | 2 h explant cultures: etomoxir (500 µM)                                           |
|      | a-b   |  | w[1118]                                   | 2 h explant cultures: etomoxir (500 µM)                                           |
|      | c-k   |  | w[1118]                                   | -                                                                                 |
| ED10 | c'-k' |  | ;nej RNAi #1/+ ;hhG4, tubG80ts, UAS-IFP/+ | 1.5 d 29C                                                                         |
|      | a     |  | ;enG4/nej RNAi #1                         | 18C                                                                               |
|      | b     |  | ;enG4/nej RNAi #2                         | 18C                                                                               |
|      | c     |  | ;enG4/+; HDAC1 RNAi #1/+                  | 18C                                                                               |
|      | d     |  | ;enG4/+; HDAC1 RNAi #2/+                  | 18C                                                                               |
|      | e-f   |  | w[1118]                                   | -                                                                                 |
|      | g-g'  |  | ;enG4/+; UAS-IFP/+                        | 18C                                                                               |
|      | h-h'  |  | ;enG4/nej RNAi #1                         | 18C                                                                               |
|      | i-i'  |  | ;enG4/nej RNAi #2                         | 18C                                                                               |
|      | j-j'  |  | ;enG4/+; HDAC1 RNAi #2/+                  | 18C                                                                               |

| Supplementary data |       | panel | genotype                       | treatment                                                                     |
|--------------------|-------|-------|--------------------------------|-------------------------------------------------------------------------------|
| 1                  | a-b   |       | w[1118]                        | 2 h explant cultures: A485 (20 µM), splitomycin (50 µM), nicotinamide (20 mM) |
|                    | c-c'' |       | ;UAS-GFP/Sirt1 RNAi #1; hhG4/+ | -                                                                             |
|                    | d     |       | ;UAS-GFP/Sirt1 RNAi #2; hhG4/+ | -                                                                             |
|                    | e-e'' |       | ;UAS-GFP/Sirt2 RNAi #1; hhG4/+ | -                                                                             |
|                    | f-f'' |       | ;UAS-GFP/Sirt4 RNAi #1; hhG4/+ | -                                                                             |
|                    | g-g'' |       | ;UAS-GFP/+; hhG4/Sirt6 RNAi #1 | -                                                                             |
|                    | h-h'' |       | ;UAS-GFP/+; hhG4/Sirt7 RNAi #1 | -                                                                             |
|                    | a-b   |       | ;UAS-GFP/+; hhG4/HDAC1 RNAi #1 | -                                                                             |
|                    | c-d   |       | ;UAS-GFP/+; hhG4/HDAC1 RNAi #2 | -                                                                             |
|                    | e-f   |       | ;UAS-GFP/+; hhG4/HDAC1 RNAi #3 | -                                                                             |
| 2                  |       |       |                                |                                                                               |

|      |                                 |   |
|------|---------------------------------|---|
| g-h  | ;UAS-GFP/HDAC1 RNAi #4; hhG4/+  | - |
| a-a" | ;UAS-GFP/HDAC3 RNAi #1; hhG4/+  | - |
| b    | ;UAS-GFP/HDAC3 RNAi #2; hhG4/+  | - |
| c    | ;UAS-GFP/+; hhG4/HDAC3 RNAi #3  | - |
| d-d" | ;UAS-GFP/+; hhG4/HDAC4 RNAi #1  | - |
| e-e" | ;UAS-GFP/HDAC6 RNAi #1; hhG4/+  | - |
| f-f" | ;UAS-GFP/HDAC11 RNAi #1; hhG4/+ | - |

| Supplementary table |                                                                                                                                                    |           |
|---------------------|----------------------------------------------------------------------------------------------------------------------------------------------------|-----------|
| panel               | genotype                                                                                                                                           | treatment |
| 1                   | RNAi line is indicated in the table. For RNAi lines on chromosome 2: UAS-GFP/ RNAi; hhG4/+ . For RNAi lines on chromosome 3: UAS-GFP/+; hhG4/RNAi. |           |

#### Suppl. Table 4: Primary and secondary antibodies

The lpp (guinea pig) antibody was used in Figure 2a-b and ED Figure 1h-h'.

The lpp (#2, rabbit) antibody was used in ED Figure 1g-g'.

The H3K18ac #2 (Cell Signaling) and #3 (Active Motif) were only used in ED Figure 1b.

All other H3K18ac stainings were performed using the antibody from Abcam.

AcCoAS: acetyl-CoA synthase

ac-K: total acetylated lysine

ATPCL: ATP citrate lyase

H3K18crot: H3K18 crotonylation

lpp: lipoprotein

PDH: pyruvate dehydrogenase

tubK40ac:  $\alpha$ -tubulin lysine 40 acetylation

| antibody                  | source     | species | source                                                                                                                                 | product number        | LOT                      | dilution |
|---------------------------|------------|---------|----------------------------------------------------------------------------------------------------------------------------------------|-----------------------|--------------------------|----------|
| <b>Primary antibodies</b> |            |         |                                                                                                                                        |                       |                          |          |
| AcCoAS/ACSS2              | rabbit     |         | Abcam                                                                                                                                  | Ab264391              | GR3350114-1              | 1:200    |
| ac-K                      | rabbit     |         | Cell Signaling                                                                                                                         | 9814S                 | 5                        | 1:200    |
| ATPCL/ACLY                | rabbit     |         | Novus Biologicals                                                                                                                      | NBP1-90266            | R09359                   | 1:200    |
| H3                        | rabbit     |         | Cell Signaling                                                                                                                         | 2650S                 | 3, 4                     | 1:200    |
| H3K9ac                    | rabbit     |         | Active Motif                                                                                                                           | 39137                 | 9811002                  | 1:500    |
| H3K9me1                   | rabbit     |         | Abcam                                                                                                                                  | Ab9045                | GR323589-1               | 1:500    |
| H3K9me2                   | mouse      |         | Abcam                                                                                                                                  | Ab1220                | GR183500-3               | 1:500    |
| H3K9me3                   | rabbit     |         | Abcam                                                                                                                                  | Ab8898                | GR3176468-1              | 1:500    |
| H3K18ac                   | rabbit     |         | Abcam                                                                                                                                  | Ab1191                | GR300534-1, GR3287957-1  | 1:500    |
| H3K18ac #2                | rabbit     |         | Cell Signaling                                                                                                                         | 9675                  | 2                        | 1:500    |
| H3K18ac #3                | rabbit     |         | Active Motif                                                                                                                           | ACM-39756             | 14722003                 | 1:500    |
| H3K18crot                 | rabbit     |         | Cusabio                                                                                                                                | CSB-PA010 418OA18crHU | G0822A                   | 1:100    |
| H3K27ac                   | rabbit     |         | Abcam                                                                                                                                  | Ab4729                | GR323154                 | 1:500    |
| H3K36me3                  | rabbit     |         | Abcam                                                                                                                                  | Ab9050                | GR166781-1               | 1:500    |
| H4K8ac                    | rabbit     |         | Abcam                                                                                                                                  | Ab15823               | GR3209076-1, GR3294416-1 | 1:500    |
| HDAC1                     | rabbit     |         | ProteinTech                                                                                                                            | 10197-1-AP            | 106660                   | 1:200    |
| lpp                       | guinea pig |         | Eaton Lab [Eugster, 2007,<br><a href="https://doi.org/10.1016/j.devcel.2007.04.019">https://doi.org/10.1016/j.devcel.2007.04.019</a> ] |                       |                          | 1:100    |

|                             |            |                                                                                                                                              |                      |
|-----------------------------|------------|----------------------------------------------------------------------------------------------------------------------------------------------|----------------------|
| lpp #2                      | rabbit     | Eaton Lab [Eugster, 2007,<br><a href="https://doi.org/10.1016/j.devcel.2007.04.019">https://doi.org/10.1016/j.devcel.2007.04.019</a> ]       | 1:100                |
| nejire                      | guinea pig | Mannervik lab [Holmqvist, 2012,<br><a href="https://doi.org/10.1371/journal.pgen.1002769">https://doi.org/10.1371/journal.pgen.1002769</a> ] | 1:500                |
| pH3 S10                     | mouse      | 9706S                                                                                                                                        | 17<br>1:200          |
| pPDH S293                   | rabbit     | Abcam<br>Ab92696                                                                                                                             | GR319281-1<br>1:200  |
| tubK40ac                    | rabbit     | Cell Signaling<br>5335                                                                                                                       | 6<br>1:200           |
| <b>Secondary antibodies</b> |            |                                                                                                                                              |                      |
| anti-rabbit TRITC           | donkey     | Jackson ImmunoResearch                                                                                                                       | 711-025-152<br>1:250 |
| anti-mouse TRITC            | donkey     | Jackson ImmunoResearch                                                                                                                       | 715-025-150<br>1:250 |
| anti-mouse FITC             | donkey     | Jackson ImmunoResearch                                                                                                                       | 715-095-151<br>1:250 |
| anti-guinea pig FITC        | goat       | Jackson ImmunoResearch                                                                                                                       | 106-095-003<br>1:250 |
| anti-guinea pig Cy5         | donkey     | Jackson ImmunoResearch                                                                                                                       | 706-175-148<br>1:250 |

**Suppl. Table 5: Primer sequences**

| <b>purpose</b> | <b>target</b>  | <b>orientation</b> | <b>sequence</b>                                 | <b>notes</b>   |
|----------------|----------------|--------------------|-------------------------------------------------|----------------|
| cloning        | SypHer3s-dmito | forward            | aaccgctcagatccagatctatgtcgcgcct                 | BglII site     |
| cloning        | SypHer3s-dmito | reverse            | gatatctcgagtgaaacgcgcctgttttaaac                | XhoI site      |
| cloning        | mutant histone | forward            | tggaatatctggccgctgag                            | XhoI site      |
| cloning        | mutant histone | reverse            | gtggtaaaggaggcagaggctgggaaag                    | H4R8           |
| cloning        | mutant histone | forward            | ctttccaagcctctgcctcctttaccac                    | H4R8           |
| cloning        | mutant histone | reverse            | gtggtaaaggaggccaaggctgggaaag                    | H4Q8           |
| cloning        | mutant histone | forward            | ctttccaagcctggcctcctttaccac                     | H4Q8           |
| cloning        | mutant histone | reverse            | tagtagccagttgtctgcgtggcgccctt                   | H3R18          |
| cloning        | mutant histone | forward            | aaaggcgccacgcagacaactggctacta                   | H3R18          |
| cloning        | mutant histone | reverse            | tagtagccagttgttggcggtggcgccctt                  | H3RQ18         |
| cloning        | mutant histone | forward            | aaaggcgccacgcgaacaactggctacta                   | H3RQ18         |
| cloning        | mutant histone | reverse            | acacgctggcatgaatgg                              | BstBI site     |
| FISH           | E5             | forward            | cgacgagtcctttgtgagc                             | length: 424 nt |
| FISH           | E5             | reverse            | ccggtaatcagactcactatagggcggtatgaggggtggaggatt   |                |
| FISH           | drm            | forward            | ctcttcaccgaccaatcagc                            | length: 305 nt |
| FISH           | drm            | reverse            | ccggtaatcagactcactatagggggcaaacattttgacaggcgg   |                |
| FISH           | Gapdh2         | forward            | accaagaacactaccaccc                             | length: 200 nt |
| FISH           | Gapdh2         | reverse            | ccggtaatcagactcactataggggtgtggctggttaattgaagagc |                |
| FISH           | grn            | forward            | acaacatggacacctctga                             | length: 400 nt |
| FISH           | grn            | reverse            | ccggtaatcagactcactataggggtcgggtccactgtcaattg    |                |
| FISH           | hth            | forward            | catgcacggctaccattcg                             | length: 307 nt |
| FISH           | hth            | reverse            | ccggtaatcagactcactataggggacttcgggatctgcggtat    |                |
| FISH           | mamo           | forward            | tactacaagacgggagcctg                            | length: 305 nt |
| FISH           | mamo           | reverse            | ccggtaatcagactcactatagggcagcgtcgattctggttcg     |                |
| FISH           | mirr           | forward            | ataaccaccagagctaccg                             | length: 350 nt |
| FISH           | mirr           | reverse            | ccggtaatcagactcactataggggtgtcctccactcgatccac    |                |
| FISH           | nej (probe 1)  | forward            | ccaaatctgcgtactctggc                            | length: 307 nt |
| FISH           | nej (probe 1)  | reverse            | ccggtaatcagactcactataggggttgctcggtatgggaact     |                |
| FISH           | nej (probe 2)  | forward            | gcggtgctgtggacataaaa                            | length: 368 nt |
| FISH           | nej (probe 2)  | reverse            | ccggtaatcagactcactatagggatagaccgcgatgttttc      |                |
| FISH           | Sox15          | forward            | tgggatgcaatacaggact                             | length: 351 nt |
| FISH           | Sox15          | reverse            | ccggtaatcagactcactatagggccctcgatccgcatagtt      |                |
| FISH           | zfh2           | forward            | tacaatcttgatggcagcgc                            | length: 431 nt |
| FISH           | zfh2           | reverse            | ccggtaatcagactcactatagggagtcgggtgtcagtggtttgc   |                |

**Suppl. Table 6: Inhibitors & other small compounds**

| <b>compound</b>                                           | <b>company</b> | <b>product number</b> | <b>solvent</b> |
|-----------------------------------------------------------|----------------|-----------------------|----------------|
| ACSS2 inhibitor                                           | Biozol         | SEL-S8588             | DMSO           |
| A485                                                      | Cayman         | Cay24119-1            | DMSO           |
| carbonyl cyanide-p-trifluoromethoxyphenylhydrazone (FCCP) | Biomol         | Cay15218-10           | ethanol        |
| etomoxir                                                  | Sigma-Aldrich  | E1905                 | H2O            |
| glutaminase inhibitor 968 (968)                           | Sigma-Aldrich  | SML1327               | DMSO           |
| nicotinamide (NAM)                                        | Sigma-Aldrich  | 72340                 | H2O            |
| panobinostat (PB)                                         | Cayman         | Cay13280-5            | DMSO           |
| rotenone                                                  | Sigma-Aldrich  | 45656                 | ethanol        |
| sodium acetate                                            | Roth           | 6773.2                | H2O            |
| sodium butyrate                                           | AlfaAesar      | A11079                | H2O            |
| sodium citrate                                            | MP             | 199635                | H2O            |
| sodium octanoate                                          | Sigma-Aldrich  | C5038                 | H2O            |
| splitomicin (split)                                       | Biotrend       | 10-2615-5             | DMSO           |
| trichostatin A (TSA)                                      | Sigma-Aldrich  | T1952                 | DMSO           |
| 2-deoxy-glucose (2DG)                                     | Sigma-Aldrich  | D8375                 | H2O            |
| 6-diazo-5-oxo-L-norleucin (DON)                           | Sigma-Aldrich  | D2141                 | H2O            |

# Supplementary material for: Nuclear position and local acetyl-CoA production regulate chromatin state
**Source:** Nature. 2024 Jun 5;630(8016):466–74. doi: 10.1038/s41586-024-07471-4
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All deep sequencing datasets are available at NCBI Geo (accession GSE207486). Reviewer token: irklausybhztqx

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

## Antibodies

## Antibodies used

antibody source species source product number LOT  
 AcCoAS/ACSS2 rabbit Abcam Ab264391 GR3350114-1  
 ac-K rabbit Cell Signaling 9814S 5  
 ATPCL/ACLY rabbit Novus Biologicals NBP1-90266 R09359  
 H3 rabbit Cell Signaling 2650S 3, 4  
 H3K9ac rabbit Active Motif 39137 9811002  
 H3K9me1 rabbit Abcam Ab9045 GR323589-1  
 H3K9me2 mouse Abcam Ab1220 GR183500-3  
 H3K9me3 rabbit Abcam Ab8898 GR3176468-1  
 H3K18ac rabbit Abcam Ab1191 GR300534-1, GR3287957-1  
 H3K18ac #2 rabbit Cell Signaling 9675 2  
 H3K18ac #3 rabbit Active Motif ACM-39756 14722003  
 H3K18crot rabbit Cusabio CSB-PA010 418OA18crHU G0822A  
 H3K27ac rabbit Abcam Ab4729 GR323154  
 H3K36me3 rabbit Abcam Ab9050 GR166781-1  
 H4K8ac rabbit Abcam Ab15823 GR3209076-1, GR3294416-1  
 HDAC1 rabbit ProteinTech 10197-1-AP 106660  
 lpp guinea pig Eaton Lab [Eugster, 2007, <https://doi.org/10.1016/j.devcel.2007.04.019>]  
 lpp #2 rabbit Eaton Lab [Eugster, 2007, <https://doi.org/10.1016/j.devcel.2007.04.019>]  
 nejire guinea pig Mannervik lab [Holmqvist, 2012, <https://doi.org/10.1371/journal.pgen.1002769>]  
 pH3 S10 mouse Cell Signaling 9706S 17  
 pPDH S293 rabbit Abcam Ab92696 GR319281-1  
 tubK40ac rabbit Cell Signaling 5335 6  
 anti-rabbit TRITC donkey Jackson ImmunoResearch 711-025-152  
 anti-mouse TRITC donkey Jackson ImmunoResearch 715-025-150  
 anti-mouse FITC donkey Jackson ImmunoResearch 715-095-151  
 anti-guinea pig FITC goat Jackson ImmunoResearch 106-095-003  
 anti-guinea pig Cy5 donkey Jackson ImmunoResearch 706-175-148

## Validation

The lpp antibodies from the laboratory of Suzanne Eaton were validated in the following publication: PMID: 17609110 and the nejire antibody from the laboratory of Mattias Mannervik was validated in the following publication: PMID: 22737084.

The following antibodies were validated in this study by gene knockdown or over-expression: AcCoAs/ACSS2, ATPCL/ACLY, HDAC1, nejire, pPDH S293.

AcCoAS/ACSS2, Abcam, Ab264391: validated <https://www.abcam.com/products/primary-antibodies/acss2-antibody-ab264391.html>  
 ac-K, Cell Signaling, 9814S: validated <https://www.cellsignal.com/products/primary-antibodies/acetlyated-lysine-ac-k-2-100-multimab-rabbit-mab-mix/9814>  
 ATPCL/ACLY, Novus Biologicals, NBP1-90266 : validated [https://www.novusbio.com/products/atp-citrate-lyase-antibody\\_nbp1-90266](https://www.novusbio.com/products/atp-citrate-lyase-antibody_nbp1-90266)  
 H3, Cell Signaling, 2650S: validated <https://www.cellsignal.com/products/primary-antibodies/histone-h3-antibody-chip-formulated/2650>  
 H3K9ac, Active Motif ,39137: validated <https://www.activemotif.com/catalog/details/39137/histone-h3-acetyl-lys9-antibody-pab>  
 H3K9me1, Abcam, Ab9045: validated <https://www.abcam.com/products/primary-antibodies/histone-h3-mono-methyl-k9-antibody-chip-grade-ab9045.html>  
 H3K9me2, Abcam, Ab1220: validated <https://www.abcam.com/products/primary-antibodies/histone-h3-di-methyl-k9-antibody-mabcam-1220-chip-grade-ab1220.html>  
 H3K9me3, Abcam, Ab8898: validated <https://www.abcam.com/products/primary-antibodies/histone-h3-tri-methyl-k9-antibody-chip-grade-ab8898.html>  
 H3K18ac, Abcam, Ab1191: validated <https://www.abcam.com/products/primary-antibodies/histone-h3-acetyl-k18-antibody-chip-grade-ab1191.html>  
 H3K18ac #2, Cell Signaling, 9675: validated <https://www.cellsignal.com/products/primary-antibodies/acetly-histone-h3-lys18-antibody/9675>  
 H3K18ac #3, Active Motif, ACM-39756: validated <https://www.activemotif.com/catalog/details/39755/histone-h3-acetyl-lys18-antibody-pab-3>  
 H3K18crot, Cusabio, CSB-PA010 418OA18crHU: validated <https://www.cusabio.com/Polyclonal-Antibody/Crotonyl-HIST1H3A--K18--Antibody-12784039.html>  
 H3K27ac, Abcam, Ab4729: validated <https://www.abcam.com/products/primary-antibodies/histone-h3-acetyl-k27-antibody-chip->

grade-ab4729.html  
H3K36me3, Abcam, Ab9050: validated <https://www.abcam.com/products/primary-antibodies/histone-h3-tri-methyl-k36-antibody-chip-grade-ab9050.html>  
H4K8ac, Abcam, Ab15823: validated <https://www.abcam.com/products/primary-antibodies/histone-h4-acetyl-k8-antibody-chip-grade-ab15823.html>  
HDAC1, ProteinTech, 10197-1-AP: validated <https://www.ptglab.com/products/HDAC1-Antibody-10197-1-AP.htm>  
pH3 S10, Cell Signaling, 97065: validated <https://www.cellsignal.com/products/primary-antibodies/phospho-histone-h3-ser10-6g3-mouse-mab/9706>  
pPDH S293, Abcam, Ab92696: validated <https://www.abcam.com/products/primary-antibodies/pdha1-phospho-s293-antibody-ab92696.html>  
tubK40ac, Cell Signaling, 5335: validated <https://www.cellsignal.com/products/primary-antibodies/acetyl-a-tubulin-lys40-d20g3-xp-174-rabbit-mab/5335>

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

### Methodology

How the deposited data were processed for this re-analysis (not part of the article)

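H3K18ac was profiled by Cut&Run in 5 libraries of wing discs, 3 in the control group (1 dissected directly and 2 cultured for 2 h) and 2 cultured for 2 h with 500 µM etomoxir. The authors trimmed adapters with Trim Galore! 0.6.3, aligned the read pairs to dm6 with Bowtie2 2.4.2 and removed duplicates with MarkDuplicates 2.18.2.2. The authors then called peaks with MACS2 2.1.1.20160309.6 at standard settings, compared the groups with DiffBind 2.10.0 and annotated the peaks with ChIPseeker 1.18.0. The paper's methods describe yeast spike-in DNA, and its text does not state whether it was used to scale the libraries.

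The deposited table that was analysed holds log2 values made by the authors, namely the log2 mean normalized read count of each peak over all libraries and in each group, and the log2 fold change of etomoxir over control. The authors' p-value and the Benjamini-Hochberg FDR of each peak come from DiffBind, and the highest FDR in the table was 0.0499, so peaks that did not differ were not analysed here. A signed distance to the nearest transcription start and the assigned gene and transcript were also deposited by the authors. The fold change equals the difference of the group values within 0.02 at 100% of the peaks. The table gives group means and not a value per library. For that reason no new differential test was fitted, and counts of decreased and increased peaks are the authors' calls.

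Depth per library was taken from the paper's Reporting Summary, which gives 4.3 to 5.2 M unique reads for 4 libraries and 47.6 M for the second cultured control. Intervals over peaks and genes cover counting error only and not the spread between discs. Read length is given as 101 bases in the Reporting Summary and with another value in the methods.

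Peaks were read with 1-based coordinates. Gene identifiers were matched to Ensembl release 115 of the dm6 annotation (BDGP version 6.54), in which 98.2% of gene identifiers and 98.9% of transcript identifiers were found, and 33 gene identifiers were not. With the start sites of this annotation, 99.7% of peaks received the same call, promoter or not, as in the deposited annotation. Shares have 95% Wilson intervals, gene lists were compared by the two-sided Fisher exact test, and medians by permutation of the annotation with 100000 resamples. Promoter shares were set against 1000 random placements of the same intervals, and peaks per chromosome arm against the share of annotated genes by a chi-square test. Developmental genes were compared with 10000 random lists drawn within 20 classes of the length of sequence nearest to their transcription starts. For the closing observations, sites were called near a centromere within 5 Mb of the centromeric end of the assembled arm, odds ratios were pooled within 10 equal classes by the Mantel-Haenszel method, and the heat shock element was taken as 3 alternating units, GAA, TTC and GAA, spaced by 2 bases. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

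The number of tests, the random promoter share, the permutation test, the pooled odds ratio, the motif search and the matched lists were tested on simulated data. The other statistics were not. From 1732 listed p-values and FDRs the number of tests was recovered as 5001 where 5000 had been simulated. The random promoter share of 1000 sites came out at 29.8% where 29.7% of positions qualified. Of 100 pairs of samples without a shift, the permutation test called 4%, and of 100 pairs shifted by 0.5 SD, 100%. The pooled odds ratio over 20000 simulated sites was 1.02 where none was simulated and 3.85 where it was 4. All of 400 planted heat shock elements were found (100%). Matched random lists called 0% of 50 lists whose hits followed length alone and 98% of 50 lists with 40 added hits.

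Apart from CG5290 and the 10 chaperone genes, which were chosen after their values were seen, and VGAT and mir-4944, named because peaks inside Sox15 and hth are assigned to them, the genes named were chosen by a rule written before the data were examined. It takes the genes that the paper names in its Cut&Run paragraph and the other genes with an in situ probe. It also takes the genes of the 5 peaks with the largest decrease and of the 5 with the largest increase. It further takes the genes of the 5 peaks with the smallest FDR. The rule named no direction for these, and only decreased peaks were used. The 5 genes with the most decreased peaks (ties included) follow. The closing observations add a fixed selection of genes that the paper perturbs or measures, together with whd. Alternatives set before the data were examined cover stricter FDR thresholds of 0.01 and 0.001, a minimum fold change, merged peaks, other promoter definitions and other assignments of genes. Alternatives that need a value per library were not run. The paper's ontology analysis was not repeated, and the principal component analysis was not recomputed here.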

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

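The increases near centromeres, and the limit of 5 Mb that defines them, were chosen after the peaks per arm had been seen, the tests of background reads, depth and culture were chosen only after the result was seen, and the tests of GC content, repeats and width were set after the medians of these properties but before the pooled odds ratios were seen.

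The paper's text does not report the 432 peaks that gained H3K18ac after etomoxir. In the authors' deposited table they are assigned to 326 genes, and the smallest FDR of an increase, 3.25e-83 at a promoter peak of CG5290 (chosen after its values were seen), is lower than the smallest FDR of a decrease, 2.37e-19. Their median log2 fold change was 1.00 (95% binomial interval of the median 0.95 to 1.05). A technical explanation is the directly dissected disc among the controls, since all etomoxir discs were cultured. If the cultured controls had equalled the etomoxir discs and the uncultured disc had held no signal at all, an increase could reach a ratio of 1.5, or 0.58 on the log2 scale. Of the 432 increases, 398 (92.1%) exceed that limit, so culture alone cannot account for most of them unless the cultured controls were also below the etomoxir discs. The same argument sets no limit for decreases. The median decrease would arise from the uncultured disc alone if it held 4.84 times the signal of the cultured controls, and the group means cannot exclude this.

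Of the 432 increased peaks, 214 (49.5%) lie on chromosome 4 or within 5 Mb of the centromeric end of an arm, against 131 (5.97%) of the 2194 decreased peaks (odds ratio 15.5, 95% interval 11.9 to 20.0). On 2R this stretch holds 66 increased and 0 decreased peaks, against 85 and 416 on the rest of the arm. The counts were 41 and 0 against 54 and 461 on 3L, 22 and 16 against 29 and 502 on 3R, and 27 and 60 against 25 and 370 on 2L. On X they were 3 and 43 against 25 and 314, so increases do not make up a larger part of the listed peaks near the centromeric end of X. The arms were not tested separately. On chromosome 4 there are 55 increased and 12 decreased peaks, and 6 of those 12 are assigned to zfh2. Increased peaks in these regions have a lower GC content than decreased peaks, with medians of 34.3% and 45.4%, so GC content, repeats and peak width were each tested by pooling the odds ratio within 10 classes. The odds ratio was 6.89 (95% interval 4.92 to 9.66) within classes of GC content, 12.0 (9.17 to 15.7) within classes of repeat-masked share and 13.5 (10.3 to 17.8) within classes of width. None of the 3 brings the ratio to 1, although GC content removes part of it. Background reads in the etomoxir libraries were examined through the control concentration per kilobase, whose median at these increased peaks minus that at decreased peaks was -0.12 on the log2 scale (permutation test with 100000 resamples, two-sided, p = 3e-05). A lower control concentration per kilobase is what background reads would give, so the test came out on the side of this explanation. The sign depends on the division by width, since the median control concentration itself was higher at these peaks (7.2, median width 1597 bases) than at decreased peaks (6.6, 894 bases). This test was set aside as undecided only after the value was seen, because choosing peaks by a rise over the control selects low control values in any case. Increased peaks elsewhere show a larger difference, -0.59, in the same direction. The unique reads of the libraries differ by up to 11.1 times, and the deepest library is 1 of the 3 controls. If the other controls had equalled the etomoxir discs, that library alone could give a log2 fold change of at most 0.58. Of the 214 increases in these regions, with a median of 0.94, 193 exceed this limit. This argues against the deepest control alone as the source of most of them. The uncultured disc is a different control library, and both together could give a larger fold change than this limit. The joint case is therefore not excluded. An effect of unequal depth through the scaling of the libraries cannot be assessed from group means. The paper reports that etomoxir lowered H3K18ac in the rim. If the scaling removed a general loss of the mark, unchanged sites would be listed as increased. Group means cannot assess this either. The pattern therefore cannot be told apart from background reads or from such effects of depth and scaling. A hypothesis left for a test with values per library is that etomoxir may raise H3K18ac at genes embedded in heterochromatin, with the odds ratio of 6.89 after the GC correction as the measure that bears on it.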

How the results depend on the processing

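No paired analysis was possible because the table gives group means and no value per library, although the cultured controls and the etomoxir samples share replicate numbers. For the same reason the fits without the uncultured control, without each replicate, with another pseudocount and with another count test were not run, and a split of the changes under another scaling of the libraries could not be computed.

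The number of decreased peaks went from 2194 to 1417 at an FDR under 0.01 and to 783 at an FDR under 0.001. The number of increased peaks went from 432 to 249 at an FDR under 0.001 and to 219 with a minimum log2 fold change of 1, and genes with a decreased peak from 1469 to 583 at an FDR under 0.001. The promoter share went from 65.7% to 48.8% with promoters limited to 1 kb and to 40.4% for peak centres within 1000 bases of a reference transcription start. The median log2 fold change of decreased peaks was -1.39 at an FDR under 0.01, -1.59 at an FDR under 0.001 and -1.12 in promoters, against -1.19 over all. Stricter thresholds select larger decreases by construction. The distribution over chromosome arms departed from chance when set against bases rather than genes (chi-square 12.1, p = 0.034, against 6.99 and p = 0.221), and the cause was not tested. For 15 named genes, the fold change at the peak with the smallest FDR was set against the mean over the gene's decreased peaks. A mean over decreased peaks is negative by construction, so the sign of the 15 means shows no stability. Shifts went in both directions, as at mirr (-3.90 to -1.91) and grn (-1.61 to -2.22). In the other 22 comparisons with alternatives set before the data were examined, counts stayed within 1.5 times. The promoter share and the median fold change stayed within their 95% intervals, and tested differences kept their direction and side of the threshold. Of these settings, the limit to chromosome arms and the fold change taken as a difference of group values could not have moved their results. The share of developmental genes with a decreased peak, 53.2%, left its 95% interval of 45.0% to 61.2% at an FDR under 0.01 (44.7%), at an FDR under 0.001 (36.2%) and with a transcription start within 3000 bases (39.0%). The Fisher exact p of developmental against cytoplasmic ribosomal protein genes ranged from 3.25e-15 to 1.47e-12 over 5 alternatives, and against mitochondrial ribosomal protein genes (0 of 73) it was 2.17e-18. A limit to genes with a listed peak, chosen after seeing the data, gave 75 of 75 against 1 of 7 cytoplasmic ribosomal protein genes, which shows no stability, since no developmental gene has an increased peak and 100% was fixed beforehand. The permutation p for promoter against other decreased peaks ranged from 1e-05, the smallest the resamples can give, to 0.0027 over 3 alternatives, and the difference of medians from 0.11 to 0.17.

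The share of increased peaks near centromeres or on chromosome 4 was also recomputed under settings chosen after seeing the data. It was 28.5% against 2.87% of decreased peaks within 3 Mb, 66.7% against 18.2% within 8 Mb, 42.2% against 5.45% without chromosome 4 and 51.0% against 4.73% at an FDR under 0.001.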

Differences from the paper's values

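The paper's number of H3K18ac peaks identified is 9621, and the table analysed here lists 2626. The table holds only peaks with an FDR of at most 0.0499, so its length counts peaks that differed and not all peaks. None of the alternatives set before the data were examined closed the gap, with 2624 peaks after merging and 2626 on the chromosome arms, and neither could have, since merging and a limit to the arms cannot raise the count.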

Other observations

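The tests of chaperone families and of heat shock elements in this part, and the restriction to peaks away from centromeres, were chosen only after the result was seen, and the tests of shuffled motifs and of lists matched on length were set before their results were seen.

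The number of sites that entered the authors' multiple-testing correction can be recovered from the table, because a Benjamini-Hochberg FDR equals the p-value times the number of tests over the rank. The median over the listed peaks was 5514 tests (5th to 95th percentile 5498 to 5532), which is fewer than the paper's 9621 peaks. On simulated values the same calculation returned 5001 for 5000 tests.

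Some increases lie at promoters of chaperone genes, which were singled out after their values were seen. Of the 36 protein-coding genes whose symbols place them in the Hsp, Hsc, DnaJ or CCT families, 10 (27.8%, 95% Wilson interval 15.8% to 44.0%) have an increased peak, against 271 of 13950 other protein-coding genes (1.94%; two-sided Fisher exact test, odds ratio 19.4, p = 1.46e-09), and 0 have a decreased peak. In the authors' deposited table these are Hsc70-5 (log2 fold change 3.06), CCT4 (3.03), CCT5 (2.54), CCT3 (2.31), CCT6 (2.27), Hsp110 (1.72), DnaJ-1 (1.56), Hsp83 (1.28), Hsp60A (0.85) and Hsp26 (0.70), each at a promoter. Because the families were chosen for members that stood out among the increases, this test cannot separate a response of the families from that choice. Of the 10 peaks, 0 lie near a centromere or on chromosome 4. A candidate explanation is activation of heat shock factor. Away from the centromeres and chromosome 4, the heat shock element occurs in 24 of 191 increased promoter peaks (12.6%) and in 10 of the decreased promoter peaks (0.772%; two-sided Fisher exact test, p = 4.51e-15). Among 1000 motifs made by shuffling its bases, 0 showed as large a difference, the largest being 4.46 percentage points against 11.8 for the element, so base composition and width do not account for it. The element occurs in only 3 of the 10 chaperone peaks, those of CCT3, CCT6 and Hsp60A, so the exact element does not explain most of these increases. With 1 mismatch allowed the shares were 52.9% and 20.8%, and over all promoter peaks 8.36% and 0.726%, under settings chosen after seeing the data. The enrichment leaves open a hypothesis in which etomoxir induced a proteotoxic stress response within 2 h at some of these promoters. The other members of the 4 families have no listed increase, so a response of whole families is not shown. Whether those genes carry an unchanged H3K18ac peak is not known, because unchanged peaks were not listed. The lowest of the 10 chaperone increases, 0.70 in the authors' deposited table, exceeds the 0.58 that the uncultured control alone could give. The deepest library, with 11.1 times the unique reads of the lowest, is also 1 of the 3 controls. The same limit of 0.58 therefore holds for it, if the other controls equalled the etomoxir discs. All 10 chaperone increases exceed this limit, which argues against the deepest control alone as their source. The limit does not hold for the uncultured and the deepest control together, so their joint effect is not excluded. Whether the unequal depth acted on these increases through the scaling of the libraries cannot be assessed from group means. The same holds for a general loss of the mark that the scaling may have removed.

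Developmental genes lie in long stretches without other transcription starts, and a rule that assigns each peak to the nearest start gives such genes more peaks. In 10000 random lists matched within 20 classes of length, 0 had as many genes with a decreased peak as the 75 of 141 developmental genes. Length at that resolution therefore does not account for that share. Whether developmental genes more often carry an H3K18ac peak at all was not tested, because unchanged peaks were not listed. For the ribosomal protein genes, 1 gene with a decreased peak compares with a mean of 2.92 in matched lists, and 1885 of 10000 lists had as few. With a mean this low, 411 of the 10000 lists had no such gene at all, so the test had little room to show a depletion and leaves open whether their share is lower than short stretches give. Lists matched to the developmental genes averaged 19.0% and lists matched to the ribosomal protein genes 3.44%, so length contributes to the contrast between the 53.2% and 1.18% observed.

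Of the genes that the paper perturbs or measures elsewhere, a fixed selection was examined, which leaves out other deacetylase genes that it knocked down. AcCoAS has a decreased promoter peak with a log2 fold change of -0.52 (FDR 0.0263) in the authors' deposited table. Pdk has 2 increased peaks in the authors' deposited table, at 1.01 and 1.03, and tsh has 2 decreased peaks, at -1.23 and -1.22. No peak is listed for HDAC1, Gcn5, Elp3, ATPCL, Pdha, koi or Rok, nor for whd, which was part of the selection although the paper's text does not name it.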
